# HC-HA/PTX3 from Human Amniotic Membrane Induced Differential Gene Expressions in DRG Neurons: Insights into the Modulation of Pain

**DOI:** 10.3390/cells13221887

**Published:** 2024-11-15

**Authors:** Shao-Qiu He, Chi Zhang, Xue-Wei Wang, Qian Huang, Jing Liu, Qing Lin, Hua He, Da-Zhi Yang, Scheffer C. Tseng, Yun Guan

**Keywords:** RNA-sequencing, dorsal root ganglion, human birth tissue, pain, bioinformatics

## Abstract

**Background:** The biologics derived from human amniotic membranes (AMs) demonstrate potential pain-inhibitory effects in clinical settings. However, the molecular basis underlying this therapeutic effect remains elusive. HC-HA/PTX3 is a unique water-soluble regenerative matrix that is purified from human AMs. We examined whether HC-HA/PTX3 can modulate the gene networks and transcriptional signatures in the dorsal root ganglia (DRG) neurons transmitting peripheral sensory inputs to the spinal cord. **Methods:** We conducted bulk RNA-sequencing (RNA-seq) of mouse DRG neurons after treating them with HC-HA/PTX3 (15 µg/mL) for 10 min and 24 h in culture. Differential gene expression analysis was performed using the limma package, and Gene Ontology (GO) and protein–protein interaction (PPI) analyses were conducted to identify the networks of pain-related genes. Western blotting and in vitro calcium imaging were used to examine the protein levels and signaling of pro-opiomelanocortin (POMC) in DRG neurons. **Results:** Compared to the vehicle-treated group, 24 h treatment with HC-HA/PTX3 induced 2047 differentially expressed genes (DEGs), which were centered on the ATPase activity, receptor–ligand activity, and extracellular matrix pathways. Importantly, PPI analysis revealed that over 50 of these DEGs are closely related to pain and analgesia. Notably, HC-HA/PTX3 increased the expression and signaling pathway of POMC, which may affect opioid analgesia. **Conclusions:** HC-HA/PTX3 induced profound changes in the gene expression in DRG neurons, centered around various neurochemical mechanisms associated with pain modulation. Our findings suggest that HC-HA/PTX3 may be an important biological active component in human AMs that partly underlies its pain inhibitory effect, presenting a new strategy for pain treatment.

## 1. Background

Human amniotic membrane (AM), an inner part of the placenta, possesses natural anti-inflammation, anti-scarring, and anti-angiogenesis effects. One intriguing component derived from human AM is the heavy-chain hyaluronic acid/pentraxin 3 (HC-HA/PTX3), a unique water-soluble regenerative matrix [1,2]. It comprises heavy chain 1 of the inter-α-trypsin inhibitor, covalently linked to hyaluronic acid and complexed with pentraxin 3. HC-HA/PTX3 was suggested to be a key biologically active component in human AM that orchestrates multiple cellular actions related to its anti-inflammatory and anti-scarring properties [2,3]. It may also help progenitor/stem cells preserve their stem cell potency [2]. Moreover, some anecdotal clinical evidence suggests that birth tissue products containing HC-HA/PTX3 may induce pain relief in various conditions, including eye indications [4,5], osteoarthritis [6,7], and lower extremity neuropathy [8]. While HC-HA/PTX3’s anti-inflammatory and anti-scarring actions have been well documented [2,3], its neuronal mechanisms underlying pain modulation remain unexplored.

Peripheral somatic afferent inputs are transmitted by primary sensory neurons within the dorsal root ganglion (DRG). These neurons exhibit diverse neurochemical, physiological, and functional properties [9,10],and undergo dynamic changes after injury associated with persistent pain. In our recent study, an intra-paw injection of the birth tissue product FLO (Clarix Flo) and HC-HA/PTX3 attenuated behavioral pain hypersensitivity in a mouse model of post-surgical pain induced by plantar incision [11]. Notably, this pain relief aligned with a selective reduction in the activated nociceptive neurons observed in in vivo calcium imaging of the DRG [11]. Additionally, treating cultured DRG neurons with HC-HA/PTX3 acutely attenuated neuronal excitability, as evidenced by both in vitro calcium imaging and patch-clamp electrophysiology recordings, and induced cytoskeleton rearrangement. Collectively, these findings suggest that HC-HA/PTX3 can profoundly alter DRG neuron activity and functions. However, whether HC-HA/PTX3 may induce transcriptional changes in DRG neurons remains unclear.

To explore the molecular mechanisms underlying HC-HA/PTX3’s neuronal modulation effect, we used an unbiased RNA-seq method to characterize the gene response in DRG neurons following short-term (10 min) and long-term (24 h) treatment with HC-HA/PTX3 without predefined functional hypotheses. RNA-seq technology has been widely used to gain insights into the dynamics of nociceptor-specific gene expression at a genome-wide scale under different pain conditions in animal models [12]. These studies, whether through examining an entire population in bulk [12,13] or studying cell-type-specific heterogeneity using single-cell analysis [14,15,16,17], have provided important details on the molecular mechanisms that modulate pain.

We isolated a highly enriched neuronal cell population in our DRG culture system, minimizing the effects of tissue heterogeneity which is often encountered in bulk or single-cell analysis of entire DRG tissue [12,13,14,15,16]. Importantly, we used a pain interactome approach to explore the protein–protein interaction (PPI) networks in all differentially expressed genes (DEGs) after drug treatment and identify those associated with pain [12,18]. Finally, we used the transcriptome signatures to identify potential genes and identified pro-opiomelanocortin (POMC), an archetypal polypeptide precursor of hormones and neuropeptides, as an important target that may contribute to HC-HA/PTX3-induced neuronal and pain inhibition.

## 2. Methods

### 2.1. Animals

RNA-seq was conducted in wildtype C57BL/6 mice (20–30 g, Jackson Laboratory, Bar Harbor, ME, USA). In vitro calcium imaging was conducted in both wildtype C57BL/6 mice and *Pirt-MOR* cKO mice. The mice were used at 2–3 months of age and from both sexes. *Pirt-MOR* cKO mice were generated by crossing *Pirt-Cre* mice with *Oprm1^fl/fl^* mice to delete mu-opioid receptors (MORs) specifically from primary sensory neurons, as described in our previous studies [19]. In *Pirt-Cre* mice, the *Cre* recombinase is under the control of the *Pirt* promoter and expressed exclusively in ~90% of all DRG neurons. Animals were housed under optimal laboratory conditions in groups of 3–5 on a standard 12 h light/dark cycle with free access to food and water. Animal studies were approved by the Johns Hopkins University Animal Care and Use Committee (Baltimore, MD, USA) as consistent with the National Institutes of Health Guide for the Care and Use of Laboratory Animals to ensure minimal animal use and discomfort.

### 2.2. Culturing DRG Neurons for RNA-Seq

DRGs from all lumbar spinal levels of adult male and female C57BL/6 mice were collected in cold DH10 [20] [90% DMEM/F-12, 10% fetal bovine serum, penicillin (100 U/mL), and streptomycin (100 μg/mL) (Invitrogen, Waltham, MA, USA)] and treated with enzyme solution [dispase (5 mg/mL) and collagenase type I (1 mg/mL) in Hanks’ balanced salt solution without Ca^2+^ or Mg^2+^ (Invitrogen)] for 35 min at 37 °C. After trituration, the supernatant with cells was filtered through a Falcon 70 µm cell strainer. Then, the cells were spun down with centrifugation and were resuspended in DH10 with growth factors (25 ng/mL NGF; 50 ng/mL GDNF), plated on glass coverslips coated with poly-d-lysine (0.5 mg/mL; Biomedical Technologies, Stoughton, MA, USA) and laminin (10 μg/mL; Invitrogen), and cultured in an incubator (95% O_2_ and 5% CO_2_) at 37 °C. After being plated on the dish for 24 h, DRG neurons were treated with vehicle or HC-HA/PTX3 (15 µg/mL) for another 24 h.

### 2.3. RNA Isolation, Library Preparation, and Sequencing

Total RNA was isolated using a PicoPure RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s manual. Total RNA quantity and quality were determined with a ThermoFisher Nanodrop 8000 and an Agilent Fragment Analyzer, respectively. Then, 100 ng of total RNA was input into an Illumina Total RNA prep ligation with a Ribo-Zero plus library preparation kit. Libraries were prepared following the manufacturer’s instructions. Briefly, ribosomal RNA was depleted through probe binding, followed by cleanup with RNAclean XP beads. Ribosomal-depleted RNA was fragmented and primed prior to double-stranded cDNA synthesis. Following AMPure bead cleanup, 3’ ends were adenylated, and index anchors were ligated. Libraries were amplified with UDI adapter primers. A final AMPure cleanup was performed, and libraries were verified with Qubit (Invitrogen) and a fragment analyzer for sizing and yield assessment. Libraries were pooled at equimolar ratios and sequenced on a NovaSeq 6000 SP 200 flow cell with paired-end, 2 × 100 bp reads.

### 2.4. RNA-Seq Data Analysis

Sequencing reads were aligned to the annotated RefSeq genes in the mouse reference genome (mm10) using HISAT2. Aligned reads were filtered to remove ribosomal RNA and visualized using Integrative Genomics Viewer. A gene count matrix that contained the raw transcript counts for each annotated gene was generated using the featureCounts function of the Subread package in R against the Ensemble mm10 transcriptome [21]. We filtered this matrix by removing genes with zero counts across all samples and relied on the automatic and independent filtering used by limma [22] and EdgeR [23,24] to determine the most appropriate threshold for removing genes with low counts.

To identify genes that were differentially regulated following HC-HA/PTX3 treatment, transcript counts were normalized and log2-transformed using the default normalization procedures in limma [22,25]. The technical variations between each sets/batches were minimized with the ComBat-seq package [26] or the EdgeR package [23] using the design formula (~batch + condition). The differential expression analysis was performed separately for each treatment using the default parameters. This analysis identified differentially expressed genes between the vehicle- and HC-HA/PTX3-treated groups. All downstream analyses of RNA-seq data were performed on the data obtained from limma. An adjusted *p*-value (i.e., false discovery rate [FDR]) < 0.05 and an absolute log_2_ fold change > 0.5 were used to define differentially expressed transcripts between vehicle- and HC-HA/PTX3-treated samples. Genes with differential expression between groups were then included in pathway analysis to infer their functional roles and relationships.

### 2.5. Enrichment and Protein–Protein Interaction Analysis

The analysis of the significantly enriched GO (Gene Ontology) terms over-represented among the DEG lists was performed with the ClusterProfiler package in R [27,28]. The significance of the overlap between DEG sets from the top GO terms was calculated using a hypergeometric distribution. This analysis demonstrated significant differences between most of the top DEG sets. The functional annotation clustering was performed with the TopGO package in R using the conservative Elim algorithm, which minimizes false-positive results by removing annotated genes from ancestor GO terms [29]. A PPI network was drawn using R packages igraph and ggraph based on the list of the reported 1002 PPIs involved in pain [18]. Single edges not connected to the main network were removed.

### 2.6. Preparation of HC-HA/PTX3

HC-HA/PTX3 was purified from human AM after donor eligibility was determined according to the requirements by the FDA based on our published method [30] with modifications and was performed according to good laboratory practices (GLPs). Briefly, AM was pulverized under liquid nitrogen (Freezer/Mill, Spex^®^ SamplePrep, Metuchen, NJ, USA), extracted with PBS (pH 7.4) at 1:1 (mL/g) at 4 °C for 1 h, and centrifuged at 48,000× *g* at 4 °C for 30 min to generate AM extract (AME). The solid cesium chloride (CsCl) and 8 M guanidine-HCl/PBS (GnHCl) with protease inhibitors (at a final concentration of 10 mM aminocaproic acid, 10 mM EDTA, 10 mM N-ethylmaleimide, 1 mM phenylmethylsulfonyl fluoride (PMSF)) were added to AME and mixed at room temperature to achieve 4 M GnHCl and a density of 1.35 g/mL before centrifugation at 125,000× *g* at 15 °C for 66 h (SW 32 Ti Swinging-Bucket Rotor, Beckman Coulter, Inc., Brea, CA, USA). After subdivided into 12 fractions (3 mL/fraction) from top to bottom per tube, the hyaluronic acid (HA) in the samples from each fraction was determined using a HA quantitation assay (Corgenix, Inc., Broomfield, CO, USA) and the proteins using a BCA protein assay (Thermo Fisher Scientific, Waltham, MA USA). After excluding fractions 1 and 2, which contained proteins but no HA, the remaining fractions were pooled, adjusted with CsCl, 8 M GnHCl, and PBS to 4 M GnHCl and a density of 1.40 g/mL, then underwent the second ultracentrifugation under the same conditions. The third and fourth ultracentrifugations were processed similarly except the starting density was 1.42 g/mL. After each ultracentrifugation, fractions 1 and 2 were discarded, and, at the last ultracentrifugation, fractions 3 to 9 were pooled, dialyzed (dialysis tubing, 3 kD MWCO) extensively against filtered water, lyophilized (SPScientific AdVantage Pro XL Freeze Dryer/Lyophilizer, SP Scientific, Warminster, PA, USA), and stored at −80 °C before use. A validation study confirmed a shelf life of 4 years.

### 2.7. Immunoblotting

The cultured neurons from each dish were lysed in ice-cold radioimmunoprecipitation assay (RIPA) buffer (Sigma, St. Louis, MO, USA) containing a protease/phosphatase inhibitor cocktail (Cell Signaling Technology, Boston, MA, USA). The protein concentration of RIPA lysates was determined by a standard bicinchoninic acid protein assay (Thermo Fisher Scientific, Waltham, MA, USA). Samples (20 µg) were separated on a 4% to 12% Bis-Tris Plus gel (Thermo Fisher Scientific) and then transferred onto a polyvinylidene difluoride membrane (Thermo Fisher Scientific). Immunoreactivity was detected by enhanced chemiluminescence (ECL; Bio-Rad, Hercules, CA, USA) after incubating the membranes with the indicated primary antibody (4 °C, overnight). Antibodies were chosen based on previous findings and our own study. GAPDH (EMD Millipore, 1:100,000) was used as an internal control for protein loading. We used primary antibodies against TRPA1 (Novus Biologicals, NB110-40763SS; 1:2000), TRPV1 (Novus Biologicals, NB100-1617; 1:2000), and POMC (Cell Signaling Technology, 23499S; 1:1000) were used as positive controls. Western blots were imaged with an ImageQuant LAS 4000 (GE Healthcare Life Sciences), and ImageJ (ImageJ 1.46r, LOCI, University of Wisconsin, Madison, WI, USA) was used to quantify the intensity of the immunoreactive bands of interest from autoradiograms.

### 2.8. In Vitro Calcium Imaging

Experiments were conducted as described in our previous studies [17,31]. Neurons were loaded with the fluorescent calcium indicator Fura-2-acetomethoxyl ester (2 μg/mL, Molecular Probes, Eugene, OR, USA) for 45 min in the dark at room temperature and then allowed to de-esterify for 15 min at 37 °C in a warm external solution. After being washed, cells were imaged at 340 and 380 nm excitation for the detection of intracellular free calcium. At the end of the experiment, KCl (50 mM) was added to confirm cell viability.

### 2.9. Statistical Analysis

Statistical analyses were performed with the Prism 9.0 statistical program (GraphPad Software, Boston, MA, USA). The methods for statistical comparisons in each study are indicated in the figure legends. To reduce selection and observation bias, animals were randomized to the different groups, and the experimenters were blinded to drug treatment. The comparisons of data consisting of two groups were made with Student’s *t*-test. Comparisons of data in three or more groups were made with one-way analysis of variance (ANOVA), followed by the Bonferroni post hoc test. Two-tailed tests were performed, and *p* < 0.05 was considered statistically significant in all tests.

## 3. Results

### 3.1. HC-HA/PTX3 Treatment of Cultured DRG Neurons for RNA-Sequencing

DRG neurons were harvested from naïve mice and plated on a dish for 24 h [22,24,25,32], followed by treatment with vehicle or HC-HA/PTX3 (15 µg/mL), based on our preliminary findings, for 10 min or for another 24 h. 

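The RNA-seq measured gene expression in cultured dorsal root ganglion (DRG) neurons, the sensory neurons whose cell bodies lie beside the spinal cord, after depletion of ribosomal RNA. The 24 h arm comprised 3 cultures treated with vehicle and 3 cultures treated with 15 µg/mL HC-HA/PTX3, a hyaluronic acid complex purified from human amniotic membrane. The 10 min arm was not analysed here. For each culture the authors deposited raw counts, the number of reads counted on each of 35976 genes without any normalization, listed by gene symbol. The methods name HISAT2 for the alignment to mm10 and featureCounts for the counting, whereas the headers of the deposited count tables name STAR as the aligner. The paper's text does not name the strand setting of the counting, so reads of overlapping genes, antisense genes and near-identical gene copies could have been split between them. Total counts were 42516054, 42617496 and 54117547 in vehicle replicates 1, 2 and 3, with a median of 42617496. They were 37998071, 37434266 and 38420247 in HC-HA/PTX3 replicates 1, 2 and 3, with a median of 37998071, so every treated library was smaller than every vehicle library. At these depths 1 unit of CPM, the library-scaled count that edgeR computes with its trimmed mean of M-values (TMM), stood for 37.1 to 56.0 counts. A gene without any read could therefore have a level of up to 0.0808 CPM, the equivalent of 3 counts, in the library where this limit was highest, HC-HA/PTX3 replicate 1. Genes were compared between the groups with edgeR's quasi-likelihood test on the counts of the 18277 genes that passed its automatic low-count filter. Following the methods, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.5. All fold changes compare HC-HA/PTX3 with vehicle. The paper's text does not say which culture belonged to which batch, so the test had the treatment as its only term. In a second fit, called the blocked fit here, the replicate number entered as a block, because same-numbered cultures of both groups deviated together. The low-count filter, the scaling, the test, the batch step or block and the fold-change threshold were among the choices that could change the numbers.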

The bulk RNA-seq transcriptome profiles were then measured in both groups (Figure 1A). As an additional control for the specificity of our neuronal culture approach, we analyzed the relative expression of a subset of marker genes that are known to be enriched specifically in different cell types in the DRG [16,33]. By comparing our RNA-seq with single-cell RNA-seq datasets from existing sources [16], we found enrichment of neuron-specific markers, such as *Calca* (CGRPα), *Scn10a* (Nav1.8), or *Tubb3,* in the mRNAs isolated from our neuronal culture. In contrast, glial marker genes (*Apoe*, *Fabp7*) and endothelial-specific genes (*Cldn5*, *Flt1*) showed very low levels of expression (Figure 1B). Thus, we identified a highly enriched neuronal population that minimized the effects of cell heterogeneity in bulk RNA-seq using whole DRG tissue.

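The levels of the marker genes were expressed in TMM-normalized CPM, without the paper's comparison to single-cell data, which was not repeated here. In the vehicle cultures, Calca (chromosome 7 of mm10, 114625981 to 114636910) was measured at 489.7 ± 28.2 CPM (SD, n = 3). Scn10a, which lies on chromosome 9 from 119608456 to 119719322 and encodes the sodium channel Nav1.8, reached 815 ± 60.6 CPM, and Tubb3, a neuronal tubulin on chromosome 8 from 123411553 to 123422015, reached 1216 ± 71.8 CPM (SD, n = 3 each). The remaining neuronal markers of Fig. 1B spanned a wide range, from 1018 ± 118 CPM for Stmn2 and 666 ± 249 CPM for Nefh to 65.0 ± 12.2 CPM for Tac1 and 13.8 ± 6.15 CPM for Mrgprd. After HC-HA/PTX3, Calca was at 577 ± 54.4 CPM, Scn10a at 808 ± 113 CPM and Tubb3 at 1373 ± 108 CPM (SD, n = 3 each). Under scaling to raw library sizes, the setting tried against TMM, the mean of Calca over all 6 cultures was 534 CPM, within its replicate SD of the TMM value. The 7 neuronal markers had a median log2 fold change of 0.17, and limma's camera gave the list an adjusted p-value of 0.0285, or 0.00198 in the blocked fit. Of the 7 genes, 2 were called higher in the blocked fit.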

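Apoe, on chromosome 7 from 19696244 to 19701310, was the most abundant of the glial and endothelial markers, at 336 ± 299.7 CPM in the vehicle cultures (SD, n = 3). Its level fell with the replicate number, from 672 CPM in vehicle replicate 1 through 239 CPM in replicate 2 to 96.7 CPM in replicate 3, and from 570.3 through 240.4 to 73.4 CPM in the HC-HA/PTX3 cultures. Fabp7, on chromosome 10 from 57784923 to 57788450, followed the same order, with 74.0, 38.0 and 4.55 CPM in vehicle replicates 1, 2 and 3. The spread of both genes between replicates was thus nearly as large as their means. Mpzl1 was at 11.7 ± 2.33 CPM, and the endothelial genes Cldn5 and Flt1 were at 2.39 ± 0.159 and 46.3 ± 3.07 CPM (SD, n = 3 vehicle cultures each). Per kilobase of exon, Apoe stood at 157 CPM against 291 for Calca and 102 for Scn10a. No difference between the treatments was tested for these levels beyond the gene-wise test, which called none of the 5 genes in either fit.

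**Figure D1:**
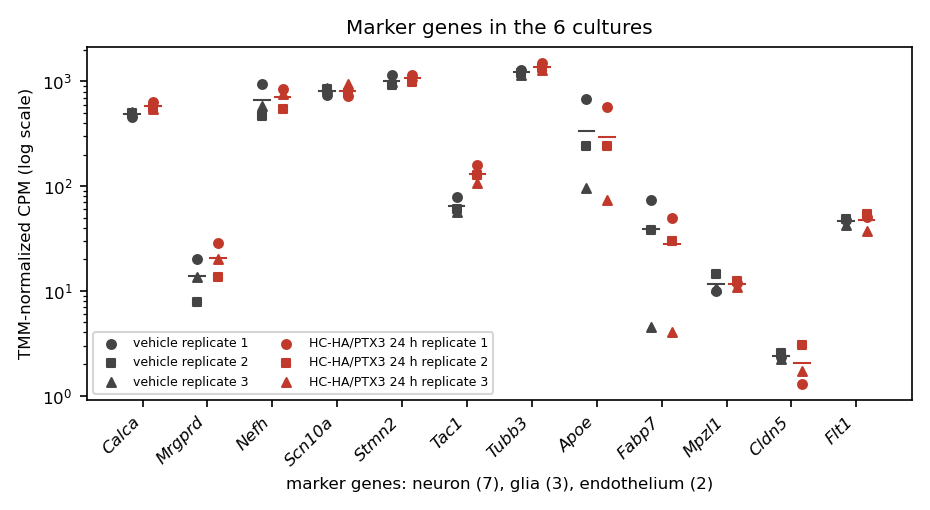
TMM-normalized CPM of 12 marker genes on a log scale in the 3 vehicle cultures (grey) and the 3 HC-HA/PTX3 cultures (red), with the shape of each point giving the replicate number and the bars the group means. Apoe and Fabp7 are lowest in replicate 3 of both groups, at 96.7 and 4.55 CPM in the vehicle culture.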

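Ranked by mean CPM in the vehicle cultures among the 35976 listed genes, Tubb3 was at rank 45, Stmn2 at 60, Scn10a at 91, Nefh at 126 and Calca at 212, followed by Apoe at 440. The neuronal markers Tac1 and Mrgprd were at ranks 3808 and 9281, and Flt1, Fabp7, Mpzl1 and Cldn5 at 5058, 5680, 9778 and 13290. Transcripts that mark fibroblasts were also abundant, with Col1a1 at 511 ± 214 CPM and Dcn at 115 ± 37.6 CPM in the vehicle cultures (SD, n = 3 each). From replicate 1 to replicate 3, the median log2 level of 9 satellite glia genes fell by 2.76 in the vehicle cultures and by 2.88 in the HC-HA/PTX3 cultures, while the median over all tested genes fell by 0.02 in the vehicle cultures and the neuronal list changed by -0.09. The fibroblast list fell by 1.06 between the same vehicle cultures.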

To identify gene expression changes, we performed unbiased RNA-seq and measured all poly(A)-containing transcripts in the neurons. Because the plotting of the gene loadings showed some batch effects, we then minimized the technical variations between each batch during the differential expression analysis by using the ComBat-seq package or the EdgeR package, which have been commonly used in previous studies [22,23,26]. 

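In a principal component analysis of the log2 CPM of the 18277 tested genes, the first component held 52.5% of the variance. The replicate number accounted for 88.6% of the variance of its scores and the treatment for 11.0%. The scores on this component were 43.7, 31.4 and -36.3 for vehicle replicates 1, 2 and 3, and 16.1, 12.5 and -67.4 for the HC-HA/PTX3 replicates of the same numbers, so replicate 3 stood apart from the other two in both groups. The labels and the paper's text give no batch per culture. With the 500 most variable genes, the replicate number accounted for 92.5% of the first component's scores.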

The PCA plot showed a clear separation between the vehicle- and 24 h HC-HA/PTX3-treated groups (Figure 1C).

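Fig. 1C was drawn after ComBat-seq correction and includes the 10 min cultures, while these components are of the 6 cultures without correction. Here the groups overlapped on the first component (two-sided exact permutation test of the scores, p = 0.5, n = 3 in each group). This test does not use the pairs, and within each same-numbered pair the treated culture scored lower on this component too. The groups did not overlap on the second component, which held 22.1% of the variance and had 76.3% of its score variance between the treatments (exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). Vehicle scores on it were 9.16, 19.8 and 37.6, and HC-HA/PTX3 scores were -40.1, -9.93 and -16.5. The setting nearest to Fig. 1C removed the replicate number from the log2 CPM before the analysis. There the first component held 68.6% of the variance, and the treatment accounted for 95.8% of its scores. Removal of the replicate number leaves the scores of each pair of cultures mirrored around 0, so this share carries no independent test of the separation.

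**Figure D2:**
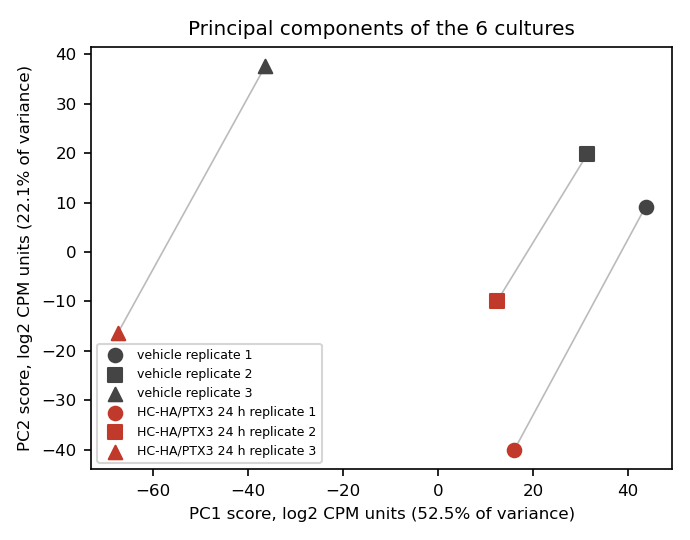
Scores of the 6 cultures on the first 2 principal components of TMM-normalized log2 CPM, with the 3 vehicle cultures in grey, the 3 HC-HA/PTX3 cultures in red and lines joining cultures with the same replicate number. The treated culture lies below the vehicle culture of its number on the second component in all 3 pairs.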

### 3.2. HC-HA/PTX3 Treatment (24 h) Broadly Changed the Gene Expressions in DRG Neurons

The expression levels of 16,979 genes were evaluated, and no significant differences in the expression levels between the vehicle and acute HC-HA/PTX3 treatment (10 min) were detected. In contrast, 2047 genes showed significant differences in expression levels between the 24 h HC-HA/PTX3 and vehicle groups. Of these, 1038 (50.7%) genes were downregulated and 1009 (49.3%) were upregulated by HC-HA/PTX3 (Figure 2A). Lists of these genes with increased and decreased expressions are provided in Supplementary File S2. 

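With the treatment as the only term, 0 of the 18277 tested genes passed both thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smallest adjusted p-value 0.0581, shared by Slc30a1 and Slc39a10). At an unadjusted p-value under 0.05 there were 2089 genes, where 914 would be found without any effect among independent cultures. Same-numbered cultures deviated together, so fewer than 914 would be found here. With the labels of a single pair exchanged, which keeps part of a real effect, the same test gave 28, 108 and 76 genes. The blocked fit called 1591 genes, and 6068 genes had an unadjusted p-value under 0.05 in it. ComBat-seq adjustment for the replicate number followed by limma called 2137 of 18150 genes. In 3291 genes, 18.0% of those tested, the 3 treated cultures lay wholly above or wholly below the 3 vehicle cultures. Chance gives 10% among independent cultures, which these are not. Of the 1591 genes called in the blocked fit, 940 had such non-overlapping groups. Without the cultures numbered 1, the blocked fit called 878 genes.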

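Among the calls of the blocked fit, 984 genes (61.8%) were lower and 607 were higher after HC-HA/PTX3. Adjustment with ComBat-seq gave a more even division, with 1100 genes (51.5%) lower and 1037 higher. Upper-quartile scaling in place of TMM in the blocked fit, a setting chosen after seeing the data, gave 841 lower (55.8%) and 666 higher genes. With TMM scaling and treatment as the only term, edgeR gave 0 calls in either direction among the 18277 tested genes.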

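The calls of ComBat-seq followed by limma and those of edgeR with the replicate number as a block shared 1472 genes, all with the same direction of change in both. A further 665 genes were called with ComBat-seq only, and 119 with edgeR only. The same low-count filter and the same thresholds were used for both lists, and the replicate number stood in for the batch. In simulated counts, 200 genes with a mean over 1 log2 CPM were changed by a log2 fold change of 1.5. Both settings recovered all 200, and ComBat-seq with limma also called 62 unchanged genes, against 5 for edgeR with the block.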

The Venn diagram showed a substantial overlap between the DEGs following batch effect correction by using either ComBat-seq (red) or edgeR (blue, Figure 2B), suggesting that this approach was consistent and reliable in adjusting the batch effect. The log_2_FC of the 200 most variable genes in the 24 h HC-HA/PTX3 group, as compared to the vehicle group, is shown in a heat map (Figure 2C).

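The largest changes were ranked in the blocked fit among called genes with a mean of at least 1 log2 CPM and non-overlapping groups. The blocked fit was used because edgeR's test with treatment as the only term called 0 of the 18277 tested genes. The 5 largest rises were in 2210409E12Rik, Gm33309, Scara5, Gm39663 and Calr3, with log2 fold changes of 2.43, 2.36, 2.10, 1.85 and 1.79 in that fit and adjusted p-values from 0.000103 (Calr3) to 0.000626 (Scara5; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 largest falls were in Mt2, Mt1, Hist1h3c, Uhrf1 and Ckap2l. Uhrf1 changed by -1.80 (SE 0.28, adjusted p = 0.00255 from the same test) and Ckap2l by -1.80 (SE 0.20, adjusted p = 0.000851). Hist1h3c changed by -1.88 (SE 0.28, adjusted p = 0.00199), and its reads could have been split with near-identical histone genes. Each of these genes moved in the same direction in all 3 same-numbered pairs. Without the block the smallest adjusted p-value of the 10 genes was 0.178, shared by Mt2, Mt1 and all of the rises except Scara5.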

To gain insight into the potential functional properties of DEGs induced by 24 h HC-HA/PTX3 treatment (genes from Supplementary File S2 identified after ComBat-seq adjustment), we performed an enrichment analysis of gene ontology (GO) terms. 

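Functional classes were tested here as gene families defined by symbol and as short gene lists, since gene ontology annotation was not used. Of 47 families and lists, 11 passed an adjusted p-value of 0.05 in limma's camera test with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment, 7 of them lower after HC-HA/PTX3. In the blocked fit, 15 passed, 10 of them lower. None of these calls held under fry, which gave 5 of the 47 an unadjusted p-value under 0.05 without the block and 13 with it, or under camera with an estimated correlation, which gave 0 and 1. Among ATPases, the 27 tested P-type and V-type pumps had a median log2 fold change of 0.16 (camera, adjusted p = 0.0149), with 22 of the 27 genes higher in the blocked fit and 0 called. Their adjusted p-value ranged from 0.0023 in the blocked fit to 0.889 with an estimated correlation. Their unblocked median was 0.08 without vehicle replicate 2 and 0.22 without HC-HA/PTX3 replicate 2, the lowest and highest with a single culture left out. The 9 MCM helicases, also ATPases, had a median of -0.80 (camera, adjusted p = 3.05e-06), and 6 of them were called lower in the blocked fit. No ligand family passed camera in either fit. Camera looks for a shift of a family in a single direction, while the paper's enrichment used its list of differentially expressed genes. A family with changes in both directions can therefore fail camera. The medians were -0.09 for 22 chemokines (adjusted p = 0.903), 0.02 for 11 interleukins (0.787), -0.11 for 11 BMP and GDF ligands (0.951), -0.14 for 15 FGF ligands (0.599) and 0.22 for 12 WNT ligands (0.467). The chemokine median became 0.13 without vehicle replicate 3, and that of the BMP and GDF ligands 0.05 without HC-HA/PTX3 replicate 3. The blocked fit called 2 WNT ligands higher and 2 lower, 1 BMP or GDF ligand higher and 2 lower, and 1 FGF ligand higher and 2 lower. It called 0 chemokines higher and 3 lower, and 1 interleukin higher and 0 lower. Whether ligands are enriched among its calls was not tested.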

The analysis of the functional clusters using ClusterProfiler [27,28] showed that ATPase activity, receptor-ligand activity, and extracellular matrix were among the highly represented GO terms in “molecular function” (Figure 2D). The analysis also showed over-representations of extracellular matrix-related and cytoskeleton-related GO terms in the top category of “cellular component” (Figure 2E). 

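Among families of the extracellular matrix, the 41 tested collagens had a median log2 fold change of -0.13 (camera, adjusted p = 0.791). In the blocked fit their median was -0.17, the adjusted p-value was 0.0181, and 8 collagens were called lower and 2 higher. The 11 laminins had a median of -0.28 (adjusted p = 0.859, or 0.0554 in the blocked fit), the 16 matrix metalloproteinases of -0.03 (0.785), the 15 ADAMTS proteases of -0.21 (0.791) and the 20 integrins of -0.06 (0.982). With a single culture left out of the fit without the block, which leaves its same-numbered pair unbalanced, some of these medians changed sign: without HC-HA/PTX3 replicate 3 the collagen median was 0.04, the laminin median 0.03 and the ADAMTS median 0.18, and without vehicle replicate 2 the metalloproteinase median was 0.07. Among cytoskeletal families, the 39 kinesins had a median of -0.19 (camera, adjusted p = 0.239). The blocked fit gave the kinesins an adjusted p-value of 0.0267, with 12 called lower and 1 higher, and their unblocked median ran from -0.30 to -0.03 with a single culture left out. The 15 axonemal dyneins, with a median of 0.33 (0.223), the 19 tubulins, with 0.02 (0.934), and the 8 myosins, with -0.01 (0.934), did not pass in either fit.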

Gene clustering in the top 10 GO terms was further visualized as a circular dendrogram (Supplemental Figure S1). These findings of DRG transcriptional signatures are in agreement with the functions of HC-HA/PTX3 observed in other cell types [3]. For example, HC-HA/PTX3 downregulates the expression of bone morphogenic protein 4 (*Bmp4*) and *Bmp7,* and upregulates the expression of *Bmp8a* in DRG neurons in our dataset. 

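Bmp4 lies on chromosome 14 of mm10 from 46383525 to 46390669. Its level was 1.78 ± 0.779 CPM in the vehicle cultures and 1.10 ± 0.610 CPM after HC-HA/PTX3 (SD, n = 3 each), a log2 fold change of -0.70 (SE 0.47, adjusted p = 0.635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The blocked fit called it, at -0.72 (SE 0.22, adjusted p = 0.0428), and the adjusted p-value was 0.00252 after ComBat-seq. Bmp7, on chromosome 2 from 172868012 to 172940321, went from 3.75 ± 2.20 to 2.35 ± 0.948 CPM, a log2 fold change of -0.68 (SE 0.47, adjusted p = 0.643), and was called in the blocked fit at -0.62 (adjusted p = 0.0451). Bmp8a, on chromosome 4 from 123312645 to 123343252, rose from 1.15 ± 0.374 to 1.86 ± 0.455 CPM, by 0.69 on the log2 scale (SE 0.33, adjusted p = 0.479). The blocked fit left Bmp8a just outside the threshold, with an adjusted p-value of 0.0522, and ComBat-seq with limma called it at 0.0116. In all 3 same-numbered pairs Bmp4 and Bmp7 were lower, and Bmp8a was higher, in the treated culture. Vehicle replicate 3 held the highest counts of the falling genes, and without it the unblocked log2 fold change was -0.28 for Bmp4 and -0.09 for Bmp7. Without HC-HA/PTX3 replicate 3 it was -1.26 and -1.06, and leaving out a single culture unbalances the pairs.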

Our previous studies showed that HC-HA/PTX3 upregulates BMP signaling in limbal niche cells (LNCs), which supports the quiescence and self-renewal of limbal basal epithelial progenitor cells (LEPCs) [34]. Moreover, HC-HA/PTX3 activates BMP signaling to revert human corneal fibroblasts and myofibroblasts to keratocytes [3].

### 3.3. HC-HA/PTX3 Treatment Altered the Expression of Pain-Related Genes

In order to explore the DEGs that may be associated with pain, we conducted protein–protein interaction (PPI) analysis of the 2047 DEGs that were significantly regulated by HC-HA/PTX3 to identify the networks of pain-related genes. We used the pain interactome, a comprehensive network of 611 interconnected proteins associated with pain [18], and identified a core pain-related PPI network that consists of 55 genes (23 upregulated and 32 downregulated, Figure 3A) linked to 140 interaction partners (genes that are not from the list of 2047 DEGs).

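The heatmap of Fig. 3B was used as the list of pain genes, read as 59 genes, 26 drawn as rises and 33 as falls, so it is not gene for gene the network of Fig. 3A. Of the 59 genes, 58 passed the low-count filter, and all 58 had a fitted change in the direction drawn. In edgeR's fit without the block, 0 of the 58 passed both thresholds over all genes tested. In that fit, 19 had an unadjusted p-value under 0.05, and 2 passed when adjusted over the list alone. The blocked fit called 41 of them in the drawn direction, 14 higher and 27 lower, and 52 when adjusted over the list alone. After ComBat-seq, 58 were called, 25 higher and 33 lower. The study chose this list on the same cultures, so the direction and the counts over the list alone are not independent evidence.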

The key hub gene of this network was upregulated POMC [35]. In addition to an upregulated POMC pathway, the network contained other pain-related changes, which could be divided into five major categories [36,37], including peptides (e.g., *Ghrh*, *Nppb*, *Ntf3*), cytokines (e.g., *Bmp7*, *Ccl2*, *Ccr5*), G-protein coupled receptors (GPCRs, e.g., *Crhr1*, *Gnrhr*, *Sstr1*), ECM components (e.g., *Lama1*, *Mmp2*, *Mmp9*), and others (Figure 3B). These DEGs center on the mediators of the neurochemical mechanisms of pain. 

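Pomc encodes the precursor of β-endorphin and lies on chromosome 12 of mm10 from 3954945 to 3960643. It was counted 27, 29 and 50 times in vehicle replicates 1, 2 and 3, and 53, 32 and 55 times in the HC-HA/PTX3 replicates. The corresponding levels were 0.747 ± 0.126 CPM with vehicle and 1.22 ± 0.328 CPM with HC-HA/PTX3 (SD, n = 3 each). The log2 fold change was 0.70 (SE 0.30, adjusted p = 0.442 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level was higher in the treated culture in all 3 same-numbered pairs, by 1.03, 0.30 and 0.62 on the log2 scale, although the groups overlapped. Pomc was not called in the blocked fit (adjusted p = 0.0863) and was called after ComBat-seq (log2 fold change 0.64, adjusted p = 0.0128). With each culture left out in turn, the log2 fold change stayed between 0.58 and 0.90. At these counts the sampling error of a single culture is a sizeable part of the difference.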

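By the categories of Fig. 3B, the blocked fit called 3 of 8 peptides, 5 of 8 cytokines and their receptors, 5 of 10 tested G-protein coupled receptors, 8 of 8 extracellular matrix genes and 20 of 24 other genes, each in the direction drawn. In edgeR's fit without the block none was called. Several of the receptors and peptides had few reads. Ghrh, at 0.205 ± 0.0908 CPM with vehicle and 0.390 ± 0.200 CPM after treatment (SD, n = 3 each), had a log2 fold change of 0.89 (SE 0.54, adjusted p = 0.594 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an adjusted p-value of 0.139 in the blocked fit. Ntf3 had 4, 1 and 21 counts in vehicle replicates 1, 2 and 3 and 16, 12 and 15 after HC-HA/PTX3, a log2 fold change of 1.08 (SE 0.73, adjusted p = 0.636), which was not called in any fit. With a single culture left out its log2 fold change ran from 0.60, without vehicle replicate 2, to 2.57, without vehicle replicate 3. Gnrhr, with 3, 1 and 7 counts against 13, 8 and 19, fell below the low-count filter. Lama1 changed by -0.67 (SE 0.45, adjusted p = 0.632) and was called in the blocked fit (adjusted p = 0.0337). Its unblocked change was -0.23 without vehicle replicate 1, whose count was the highest, and -1.02 without vehicle replicate 3.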

The pain-inhibitory changes included upregulated anti-nociceptive genes, such as *Nppb* [38], *Sst* [39], *Gdf15* [40], *Il7* [41], and *Il11* [42], and downregulated pro-nociceptive genes, including *Ccl2* [43], *Ccr5* [44], *Cxcl5* [45], *Mmp9* [46], *Mmp13* [46,47] and *Ephb1* [48]. However, some pro-nociceptive genes were also upregulated, including *Tac1* [49], *Tacr1* [50], *Mmp2* [46,51], and *Casp1* [52], and anti-nociceptive gene Sstr1 was downregulated [53]. 

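None of the genes below was called by edgeR with treatment as the only term. Among the rises, the blocked fit called Nppb, with a log2 fold change of 0.89 (adjusted p = 0.0119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Gdf15, with 1.38 (0.00133), and Il7, with 0.66 (0.00499). It did not call Sst, at 0.57 (0.118), or Il11, at 0.44 (0.0686). Il11 was higher in the treated culture in 2 of the 3 pairs. Its level varied from 4.49 CPM in vehicle replicate 1 to 65.8 CPM in vehicle replicate 3, and its unblocked log2 fold change of 0.20 (SE 0.96) ran from -0.55, without HC-HA/PTX3 replicate 3, to 1.39, without vehicle replicate 3. Gdf15 also followed the replicate number, with 25, 113 and 273 counts in vehicle replicates 1, 2 and 3 and 83, 186 and 563 after HC-HA/PTX3. Among the falls, the blocked fit called Ccl2, at -0.60 (0.00245), Mmp9, at -0.93 (0.00884), and Ephb1, at 0.0445 with an unblocked change of -1.01. It did not call Cxcl5, at -0.65 (0.08), or Mmp13, at -0.56 (0.111). The unblocked change of Cxcl5 was -0.73 (SE 0.85), -1.36 without HC-HA/PTX3 replicate 3 and 0.28 without vehicle replicate 3, whose 222 counts compare with 19 and 64 in vehicle replicates 1 and 2. The fall of Mmp13 lay mainly in pair 2, at -1.32 on the log2 scale, against -0.09 and -0.16 in pairs 1 and 3. With a single culture left out, the unblocked change ran from 0.38 to 2.12 for Gdf15, from 0.30 to 0.75 for Sst, from -0.83 to -0.35 for Ccl2 and from -1.01 to -0.11 for Mmp13. ComBat-seq with limma called Sst (adjusted p = 0.0124), Il11 (0.0297) and Cxcl5 (0.0264), and not Mmp13 (0.0905). Nppb, Il7 and Ephb1 had non-overlapping groups, which chance gives in 10% of genes when cultures are independent.

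**Figure D3:**
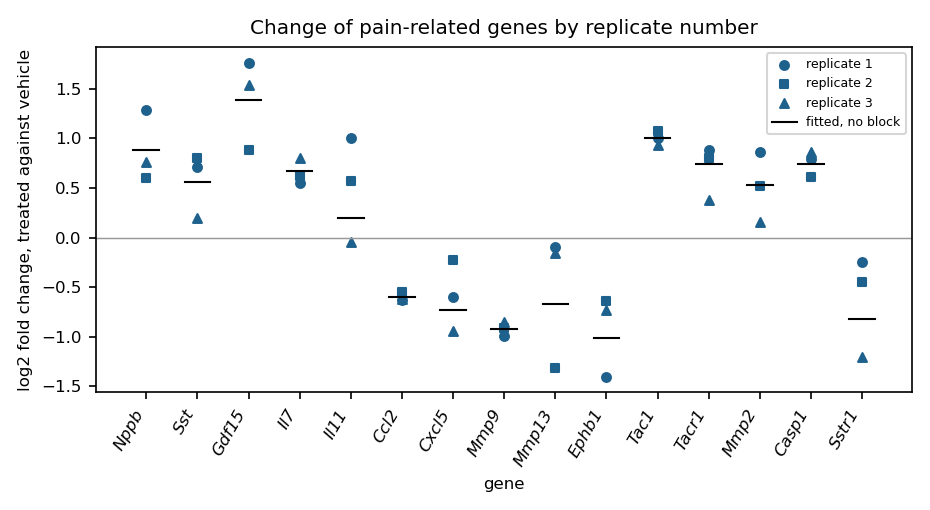
Log2 fold change of 15 pain-related genes, treated against vehicle, within each replicate number (points) and as fitted with treatment as the only term (bars). The points of Tac1 lie between 0.93 and 1.08, while those of Il11 reach from -0.04 to 1.01.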

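Tac1, the substance P precursor on chromosome 6 from 7555061 to 7562978, had 131 ± 25.8 CPM after HC-HA/PTX3 (SD, n = 3), above every vehicle culture. Its log2 fold change was 1.01 (SE 0.19, adjusted p = 0.227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the blocked fit called it at an adjusted p-value of 4.92e-05. Casp1 rose by 0.74 (SE 0.21, adjusted p = 0.296; blocked fit 0.00156) and Mmp2 by 0.53 (SE 0.17, adjusted p = 0.332; blocked fit 0.013), also with non-overlapping groups. The rise of Mmp2 was smallest in pair 3, at 0.15 on the log2 scale. Tacr1, with 5 to 22 counts per culture, rose by 0.75 (SE 0.51), or by 0.41 without vehicle replicate 2 and 1.04 without vehicle replicate 3, and was not called in the blocked fit (adjusted p = 0.184), though ComBat-seq with limma gave 0.0115. Sstr1, with 6 to 43 counts per culture, changed by -0.82 (SE 0.53, adjusted p = 0.616; blocked fit 0.177) and was called only after ComBat-seq (0.0397). The change of Sstr1 was -0.27 without vehicle replicate 3 and -1.15 without vehicle replicate 2.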

The complex changes in gene expressions at the protein level and their net effect on pain warrant further investigation.

### 3.4. The Functional Upregulation of POMC May Contribute to Neuronal Inhibition

We further examined the interconnected network of the 53 genes interacting with POMC. The hub genes *Sst*, *Tmpo*, *Crhr1*, and *Bmp7* showed significant changes (Figure 3C). 

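Besides Sst and Bmp7, the other two genes were Tmpo, a nuclear lamina protein on chromosome 10 from 91147571 to 91181752, and Crhr1, a receptor of corticotropin-releasing hormone on chromosome 11 from 104130463 to 104175523. Tmpo was measured at 89.4 ± 18.7 CPM with vehicle and 59.4 ± 13.9 CPM with HC-HA/PTX3 (SD, n = 3 each), a log2 fold change of -0.59 (SE 0.22, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the blocked fit its adjusted p-value was 0.00144. Crhr1 was measured at 0.983 ± 0.267 and 0.532 ± 0.348 CPM, a log2 fold change of -0.88 (SE 0.57, adjusted p = 0.62), and was not called in the blocked fit (adjusted p = 0.0732). Its count of 5 in HC-HA/PTX3 replicate 2 was the lowest, and the change was -0.43 without that culture and -1.21 without HC-HA/PTX3 replicate 1. ComBat-seq with limma gave Crhr1 an adjusted p-value of 0.0269. Both genes were lower in the treated culture in all 3 same-numbered pairs.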

POMC produces the opioid peptide β-endorphin, an essential endogenous agonist that activates its cognate MOR for pain inhibition [35,54]. Importantly, 24 h HC-HA/PTX3 treatment upregulated the crucial hub gene POMC, accompanied by increased protein expression (Figure 3D), whereas TRPV1 and TRPA1 expressions were unchanged (Supplemental Figure S2).

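The protein measurements were not analysed here, and the following values are from the RNA. Trpv1 (chromosome 11, 73234149 to 73261322) was at 111 ± 10.3 CPM with vehicle and 110.3 ± 21.2 CPM with HC-HA/PTX3 (SD, n = 3 each), a log2 fold change of -0.01 (SE 0.16, adjusted p = 0.984 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trpa1 (chromosome 1, 14872644 to 14918862) was at 37.6 ± 12.2 and 46.9 ± 14.6 CPM. Its log2 fold change of 0.32 (SE 0.31, adjusted p = 0.763) ran from 0.09 to 0.56 with a single culture left out and stayed under the fold-change threshold in the blocked fit, where the adjusted p-value was 0.0115 and all 3 pairs were higher after treatment. The 6 genes that process or regulate POMC had a median log2 fold change of 0.21 (camera, adjusted p = 0.0559; blocked fit 0.00856), and 0 of them was called. Oprm1, the mu-opioid receptor gene, changed by -0.13 (SE 0.11, adjusted p = 0.733), and 6 genes of the opioid system had a median of -0.04 (camera, adjusted p = 0.934). The paper reasons that POMC may contribute to the inhibition of neurons. It rests this on the rise of POMC at the hub of the pain network and on the higher POMC protein of Fig. 3D. A further ground is the POMC product β-endorphin, an agonist of the mu-opioid receptor. The paper then blocks or deletes the receptor in calcium imaging.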

To examine the functional implications of upregulated POMC expression, we conducted in vitro calcium imaging of DRG neurons following 24 h of HC-HA/PTX3 treatment. Our findings showed a significant decrease in the percentage of capsaicin-responsive neurons and peak calcium responses in DRG neurons after HC-HA/PTX3 treatment compared to the control group (Figure 4A,B). Furthermore, this effect of long-term HC-HA/PTX3 treatment was blocked by co-treatment with CTOP (a highly selective MOR antagonist, Figure 4A,B) and was absent from the DRG neurons of *Pirt-MOR* cKO mice (Figure 4C,D).

## 4. Discussion

Extracts and particulates of the human AM and umbilical cord have been applied in a wide range of conjunctival and corneal conditions [34,55]. HC-HA/PTX3, the purified matrix component derived from human AM, has recently gained our attention as a potential solution for pain. Here, we found 2047 DEGs and changes in distinct gene networks in DRG neurons after 24 h of treatment with HC-HA/PTX3 by using unbiased bulk RNA-seq. Intriguingly, over 50 of these DEGs are closely related to pain and analgesia, as evidenced by PPI analysis. Among them, we further confirmed the expression and functional upregulation of POMC signaling, involved in opioid analgesia, as a proof of concept. These findings suggest that long-term treatment with HC-HA/PTX3 induced profound changes in the gene expression within DRG neurons. These changes centered around various neurochemical mechanisms associated with pain modulation, which may partly underlie pain inhibition by human AM and present a new strategy for pain treatment.

By comparing our RNA-seq dataset with single-cell RNA-seq data from existing sources [10,14,56], we found that neuron-specific markers, but not glial marker genes or endothelial-specific genes, were enriched in the mRNAs isolated from our neuronal culture. Thus, the top-ranked DEGs likely reflect those in DRG neurons that mediate the sensory inputs from the periphery to the spinal cord. They detect various sensory stimuli (e.g., heat, cold, tactile, chemicals), which are transduced by different receptors and ion channels on their plasma membranes. Small DRG neurons are activated by heat and noxious stimulation, while innocuous mechanical stimulation mainly activates large DRG neurons and low-threshold mechanoreceptors (LTMRs) [57]. Functionally, 24 h HC-HA/PTX3 treatment decreased the percentage of capsaicin-responsive DRG neurons and the peak calcium responses, pointing to long-lasting changes in neuronal function that often involve transcriptional and translational mechanisms. It remains to be determined whether HC-HA/PTX3 induces differential changes in functional distinct subtypes of DRG neurons. Moreover, sex dimorphism in pain processing has been well documented. Although our separate study found that HC-HA/PTX3 induced comparable behavioral pain inhibition in both sexes [11], it remains possible that HC-HA/PTX3 could cause differential transcriptional and functional changes in DRG neurons from male and female animals. Additionally, there may be complex interplay between estrogen and HC-HA/PTX3 signaling in sensory neurons, warranting further investigation.

Notably, 24 h HC-HA/PTX3 treatment induced profound changes in the expression of genes centered on the neuroactive ligand–receptor interaction pathway and neurochemical mechanisms of pain in the DRG. In particular, POMC upregulation is among the hub genes changed by HC-HA/PTX3 that are important to neuronal and pain inhibition. As a proof of principle, we validated increased POMC expression at the protein level and its functional impact using in vitro calcium imaging. POMC is responsible for producing the opioid peptide β-endorphin, which acts as an endogenous agonist of opioid receptors, with a particular affinity for MOR [35,54]. Indeed, our findings that CTOP, a highly selective MOR antagonist, blocked the decreased percentage of capsaicin-responsive neurons induced by 24 h HC-HA/PTX3 treatment suggested a functional upregulation of POMC-induced MOR signaling in DRG neurons, which may achieve pain inhibition. Further investigations into the changes in β-endorphin expression in DRG neurons and the concentration of the released β-endorphin in the culture medium following HC-HA/PTX3 treatment are warranted. Additionally, future behavioral assays in appropriate animal pain models should be conducted to provide direct in vivo evidence of the role of the POMC signaling in the pain-inhibitory effects of HC-HA/PTX3.

Unlike common analgesics (e.g., lidocaine, gabapentin), which only target one down-stream effector (e.g., sodium channels, calcium channels) and are short-lasting, HC-HA/PTX3-induced DEGs are enriched in regulating multiple cellular functions. These changes involve genes that regulate receptor ligand activity, the ECM, and the cytoskeleton. Thus, we postulate that this naturally occurring biologic may induce broad changes and render a prolonged decrease in nociceptive neuronal excitability. In this regard, comparing the transcriptional changes induced by HC-HA/PTX3 with those caused by traditional analgesics such as morphine and gabapentin in DRG neurons would be meaningful. This comparison could help better understand and differentiate their pain-inhibition mechanisms.

In the current study, we treated DRG neurons with HC-HA/PTX3 for 10 min and 24 h. Despite the minimal gene expression changes between short-term HC-HA/PTX3 treatments (10 min) and the vehicle, HC-HA/PTX3 induced acute neuronal and pain inhibitory effects, including the inhibition of cell membrane ion channels via a CD44-mediated cytoskeletal rearrangement in DRG neurons, as demonstrated in our recent study [11]. Therefore, HC-HA/PTX3 could induce both acute and prolonged functional changes in DRG neurons, affecting neuronal excitability and pain transmission, depending on the duration of treatment. The receptor mechanisms and intracellular signaling cascades that mediate the profound transcriptional changes after prolonged HC-HA/PTX3 treatment remain to be determined, such as by using CD44 knockout mice.

Repeated and long-term drug treatments, such as with morphine, are often necessary for managing chronic pain. However, tachyphylaxis and analgesic tolerance frequently develop after repeated drug use, limiting their clinical effectiveness. Our findings suggest that HC-HA/PTX3 profoundly alters the transcription profile of DRG neurons, involving genes that regulate receptor ligand activity, the ECM and cytoskeleton, and POMC signaling, potentially inducing long-term changes in neuronal excitability. Thus, it is important to test if repeated HC-HA/PTX3 treatment in animal pain models leads to prolonged pain inhibition without tolerance in the future. Moreover, we previously demonstrated that HC-HA/PTX3 exerts anti-inflammatory and anti-scarring effects that promote regenerative healing [2] and helps maintain stem cell quiescence [34], supporting tissue homeostasis and repair. Since non-resolving inflammation and delayed wound healing sensitize neurons and contribute to pain chronification, HC-HA/PTX3 may help limit local inflammatory responses, thereby facilitating wound healing and promoting pain resolution. These actions may serve as indirect mechanisms of pain inhibition, warranting further investigation.

## 5. Conclusions

In summary, our study found distinct gene networks and transcriptional signatures in mouse DRG neurons that are altered by HC-HA/PTX3 from human AM. These findings suggest that HC-HA/PTX3 holds promise not only for regenerative medicine but also as a player in pain modulation. Further investigations into its precise mechanisms could identify novel therapeutic avenues for HC-HA/PTX3 to be deployed as a viable biologic for pain treatment.

## Figures and Tables

**Figure 1:**
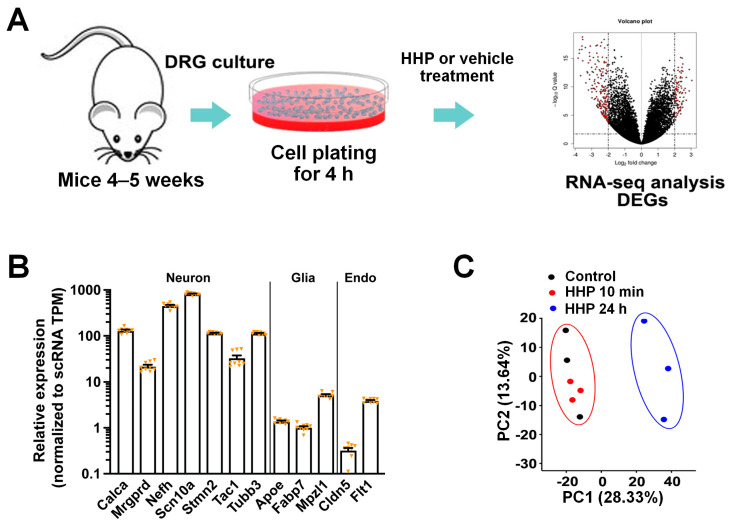
**HC-HA/PTX3 (HHP) treatment of dorsal root ganglia (DRG) neurons for RNA-sequencing.** (**A**) Schematic diagram of experimental procedure. RNA-seq was performed on cultured wildtype (WT) mouse DRG neurons treated with vehicle or HC-HA/PTX3 (15 µg/mL) for 10 min or 24 h. (**B**) Neuronal markers, such as *Calca* (CGRP) or *Tubb3*, had high-level expression in the RNA samples from cultured DRG neurons, whereas those for glial (*Apoe*, *Fabb7*) and endothelial (*Cldn5*, *Fit1*) markers were much lower. N = 9. Data are mean ± SEM. (**C**) Principal component analysis (PCA) of the samples treated with vehicle or HC-HA/PTX3 (10 min, 24 h). PCAs were generated after batch effect correction by applying ComBat-seq.

**Figure 2:**
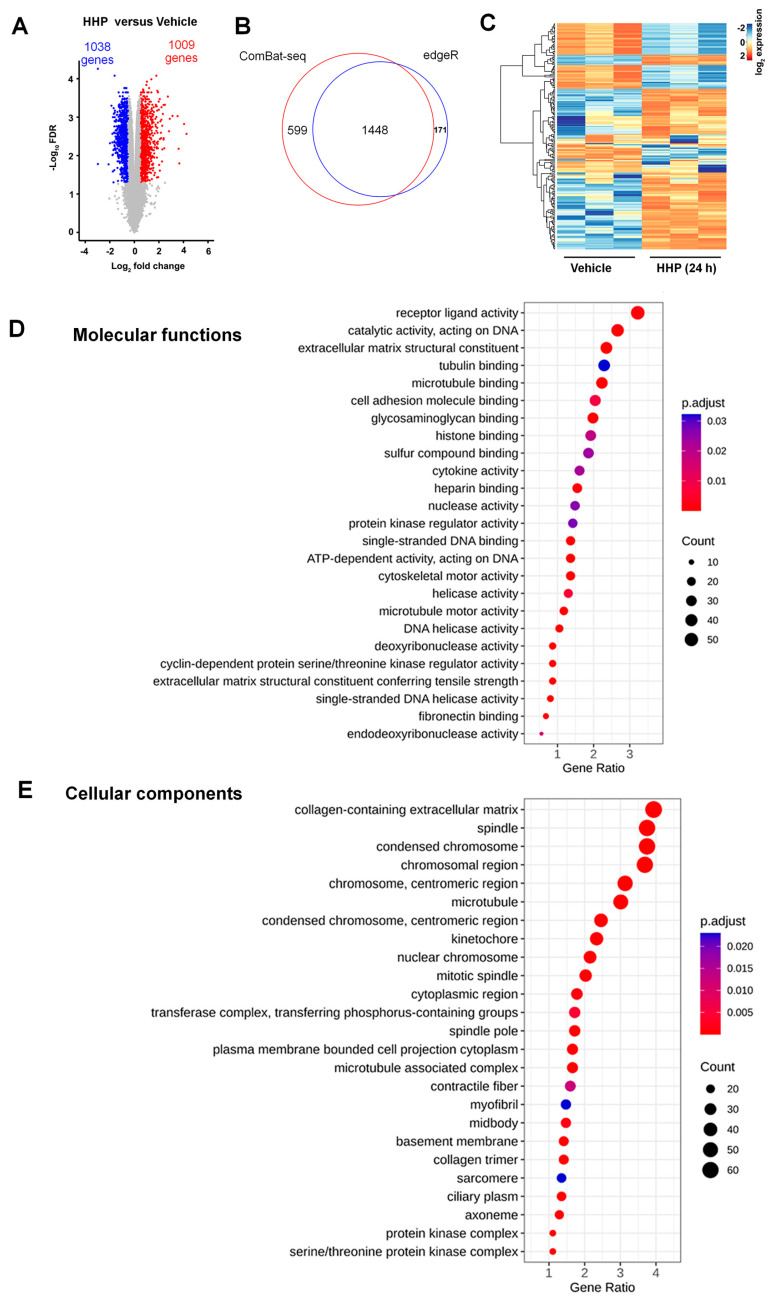
**HC-HA/PTX3 (HHP) treatment for 24 h broadly changed gene expression in dorsal root ganglia (DRG) neurons, which may affect molecular functions and cellular components.** (**A**) Volcano plot of differentially expressed genes (DEGs) in cultured wildtype (WT) DRG neurons after vehicle or 24 h of HC-HA/PTX3 treatment (15 µg/mL). DEGs were identified by a [log2 fold change (FC)] > 0.5 and an FDR < 0.05. Significant downregulated and upregulated genes are designated in blue and red colors. (**B**) Venn diagram representing the number of DEGs identified after batch effect correction by ComBat-seq (red), edgeR (blue), and in both (overlap). (**C**) Heatmap shows the log2FC of the 200 most variable genes in 24 h HC-HA/PTX3-group as compared to the vehicle group. (**D**,**E**) Gene Ontology (GO) enrichment analysis of DEGs induced by HC-HA/PTX3. ClusterProfiler analysis of significantly enriched GO terms within molecular function categories (**D**) and cellular component categories (**E**). FDR-adjusted *p* < 0.05.

**Figure 3:**
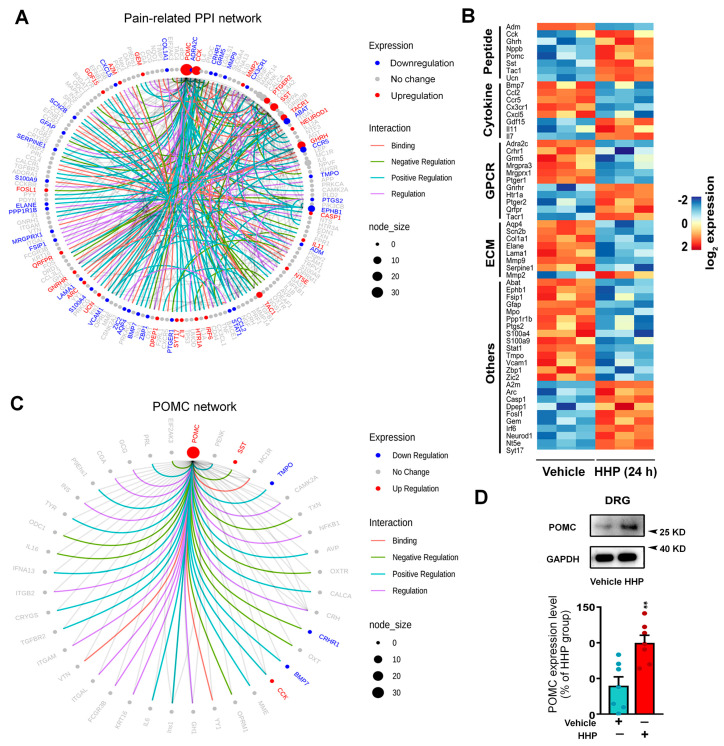
**Long-term HC-HA/PTX3 treatment altered the expression of pain-related genes in dorsal root ganglia (DRG) neurons.** (**A**) The pain-related PPI network of the DEGs in cultured wildtype (WT) mouse DRG neurons after 24 h of HC-HA/PTX3 treatment (15 µg/mL) as compared to the vehicle. The network was built based on the pain interactome using DEGs, together with neighbors from the pain interactome network (DEGs and non-DEGs). (**B**) Heatmap shows the fold change of DEGs in each biological replicate of vehicle- and HC-HA/PTX3-treated samples (15 µg/mL, 24 h). The genes shown on the heatmap that encode neuropeptides, cytokines, GPCRs, extracellular matrix (ECMs) were significantly regulated by HC-HA/PTX3. (**C**) The pro-opiomelanocortin (POMC) network of DEGs induced by 24 h treatment with HC-HA/PTX3 (15 µg/mL) in WT DRG neurons. Colored edges mark the type of interaction. Colored nodes mark the expression changes (up/down/no change) after HC-HA/PTX3 treatment. Node size indicates the number of interactions against pain interactome, as explained in the legend. (**D**) Western immunoblotting (cropped blots, full-length blots are presented in Supplementary File S1) shows an upregulation of POMC expression after 24 h of HC-HA/PTX3 treatment (15 µg/mL). The quantification of POMC protein levels (28 kDa), which were normalized to GAPDH (37 kDa). The mean POMC level in the HC-HA/PTX3 group was considered to be 100%. N = 6 mice/group. Data are mean ± SEM. Unpaired Student’s *t*-test. t = 3.69, df = 12, ** *p* < 0.01.

**Figure 4:**
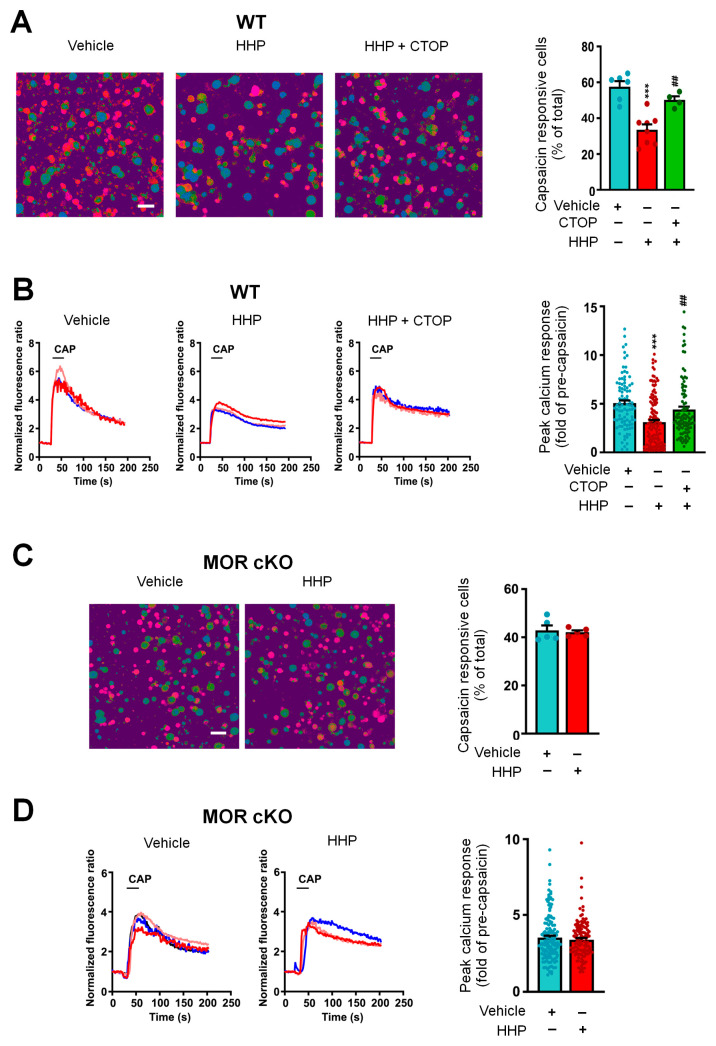
**Long-term HC-HA/PTX3 treatment attenuated capsaicin-evoked responses in dorsal root ganglia (DRG) neurons, which involved increased endogenous pro-opiomelanocortin (POMC) signaling.** (**A**) Left: Images showing calcium response of cultured wildtype (WT) mouse DRG neurons to capsaicin (CAP, 0.3 μM, 20 s), which are marked in red. Scale bars, 50 μm. Right: The quantification shows that the percentage of capsaicin-responsive neurons was significantly decreased by HC-HA/PTX3 (15 µg/mL, 24 h). This effect of HC-HA/PTX3 was blocked by co-treatment with CTOP [a mu-opioid receptor (MOR) antagonist,10 nM, 24 h] with HC-HA/PTX3. N = 4–8 mice/group. Data are mean ± SEM. One-way ANOVA followed by Bonferroni post hoc test. F_(2,15)_ = 19.22, *** *p* < 0.001 versus vehicle. ^##^ *p* < 0.01 versus HC-HA/PTX3. (**B**) Left: Representative traces show that capsaicin (0.3 μM, 20 s) evoked an increase in [Ca^2+^]i in WT mouse DRG neurons, which was significantly reduced by HC-HA/PTX3 (15 µg/mL, 24 h) but not in those co-treated with CTOP. Right: Quantification of responses of individual neurons in each group, as shown in A. Data are mean ± SEM. One-way ANOVA followed by Bonferroni post hoc test. F_(2, 326)_ = 15.18, *** *p* < 0.001 versus vehicle. ^##^ *p* < 0.01 versus HC-HA/PTX3. (**C**) Left: Images showing calcium response of DRG neurons from MOR conditioning knockout (cKO) mice to capsaicin (0.3 μM, 20 s). Scale bars, 50 μm. Right: The percentage of capsaicin-responsive neurons following HC-HA/PTX3 (15 µg/mL, 24 h) or vehicle treatment. N = 5 mice/group. Data are mean ± SEM. Unpaired Student’s *t*-test. t = 0.34, df = 8, *p* > 0.05. (**D**) Representative traces show that capsaicin (0.3 μM, 20 s) evoked an increase in [Ca^2+^]i in DRG neurons from MOR cKO mice. Right: Quantification of calcium responses to capsaicin of individual MOR cKO DRG neurons from the vehicle-treated and HC-HA/PTX3-treated groups, as shown in C. Data are mean ± SEM. Unpaired Student’s *t*-test. t = 0.82, df = 260, *p* > 0.05.

## Data Availability

RNA-sequencing data were deposited in GEO under accession number GSE242389, accessed on 25 June 2024 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242389).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13221887/s1, Figure S1. HC-HA/PTX3 (HHP) treatment-induced differentially expressed genes are en-riched for neuroactive ligand-receptor interaction and extracellular matrix (ECM). Figure S2. Long-term HC-HA/PTX3 treatment did not affect the expression of TRPA1 and TRPV1 in the DRG.

## Abbreviations

AM	amniotic membrane
AME	amniotic membrane extract
DEGs	differentially expressed genes
DRG	dorsal root ganglia
ECM	extracellular matrix
FDR	false discovery rate
FLO	Clarix Flo
GLPs	good laboratory practices
GO	gene ontology
HA	hyaluronic acid
HC-HA/PTX3	Heavy-chain hyaluronic acid/pentraxin 3
LEPCs	limbal basal epithelial progenitor cells
LNCs	limbal niche cells
LTMRs	low-threshold mechanoreceptors
MORs	mu-opioid receptors
POMC	pro-opiomelanocortin
PPI	Protein–protein interaction

# Supplementary material for: HC-HA/PTX3 from Human Amniotic Membrane Induced Differential Gene Expressions in DRG Neurons: Insights into the Modulation of Pain
**Source:** Cells. 2024 Nov 15;13(22):1887. doi: 10.3390/cells13221887
**Supplement:** Supplementary file 1

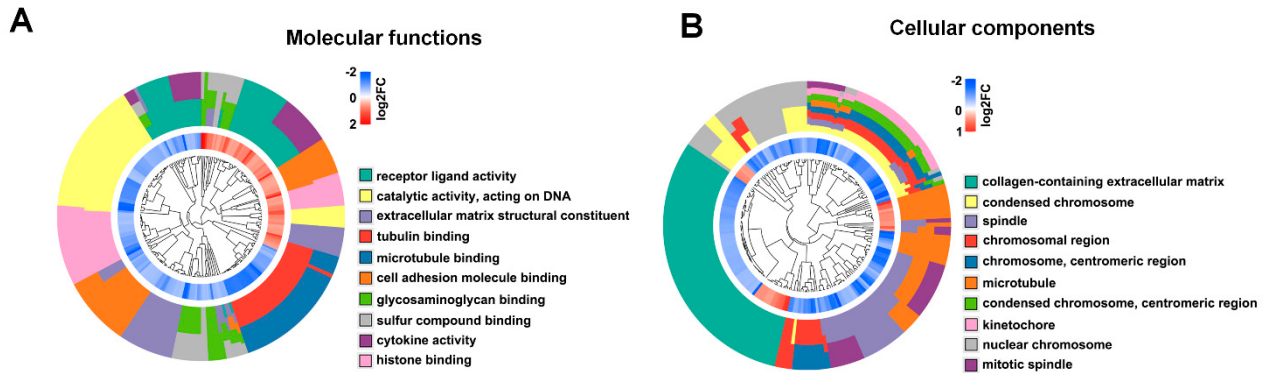

**Supplemental Figure S1. HC-HA/PTX3 (HHP) treatment-induced differentially expressed genes are enriched for neuroactive ligand-receptor interaction and extracellular matrix (ECM).**

**(A-B)** The cluster plots are visualized by R package GO plot for the top 10 GO annotations. Differentially expressed genes (DEGs) in cultured wild-type (WT) mouse DRG neurons after 24 hours of HC-HA/PTX3 treatment (15  $\mu$ g/mL) are enriched for neuroactive ligand-receptor interaction and extracellular matrix (ECM). The plots show a circular dendrogram of the clustering of all the genes included in the top 10 GO terms. The inner ring indicates the color-coded  $\log_2FC$ . The outer ring represents the assigned molecular function (A) and cellular component terms (B).

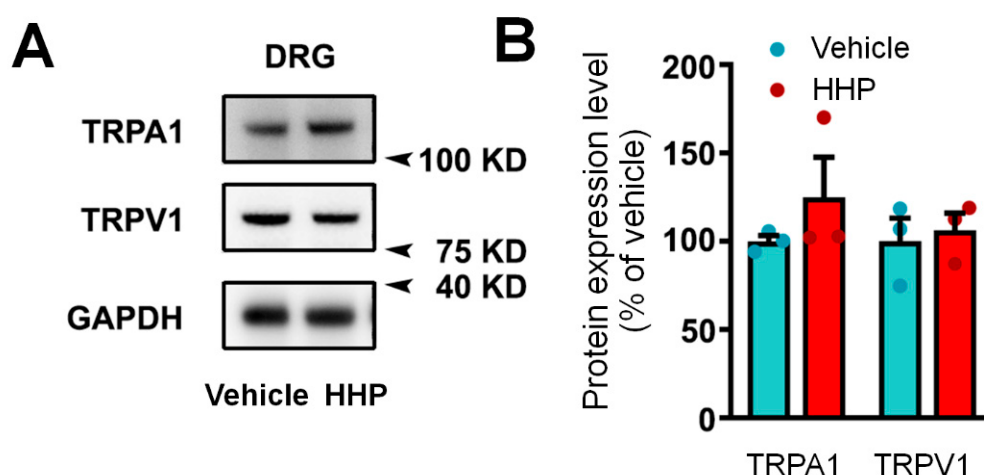

**Supplemental Figure S2. Long-term HC-HA/PTX3 treatment did not affect the expression of TRPA1 and TRPV1 in the DRG.** (A) Western immunoblotting images (cropped blots, full-length blots are presented in Supplementary File 1) show the expression of TRPA1 and TRPV1 in cultured wild-type (WT) mouse DRG neurons after 24 hours of HC-HA/PTX3 treatment (15  $\mu$ g/mL). (B) The quantification of protein levels, which were normalized to GAPDH (37 kDa). The mean TRPA1 and TRPV1 protein levels in the vehicle group were considered to be 100%. N=3 /group. Data are mean  $\pm$  SEM. Unpaired Student's t-test.  $P>0.05$ .

# Supplementary material for: HC-HA/PTX3 from Human Amniotic Membrane Induced Differential Gene Expressions in DRG Neurons: Insights into the Modulation of Pain
**Source:** Cells. 2024 Nov 15;13(22):1887. doi: 10.3390/cells13221887

# Full unedited gel for Figure 3D

POMC

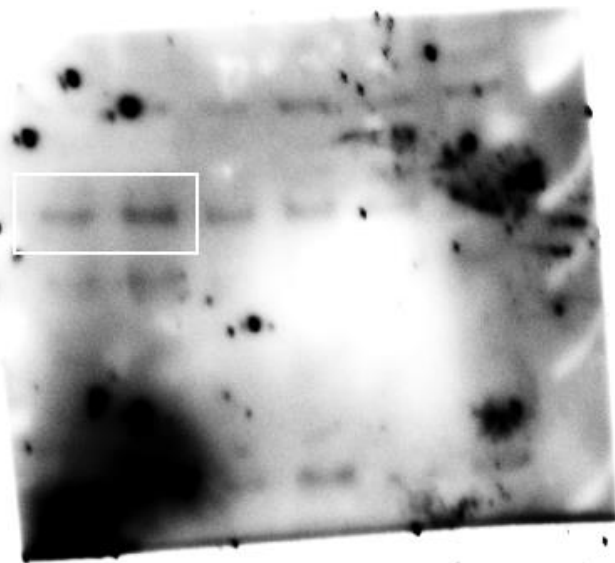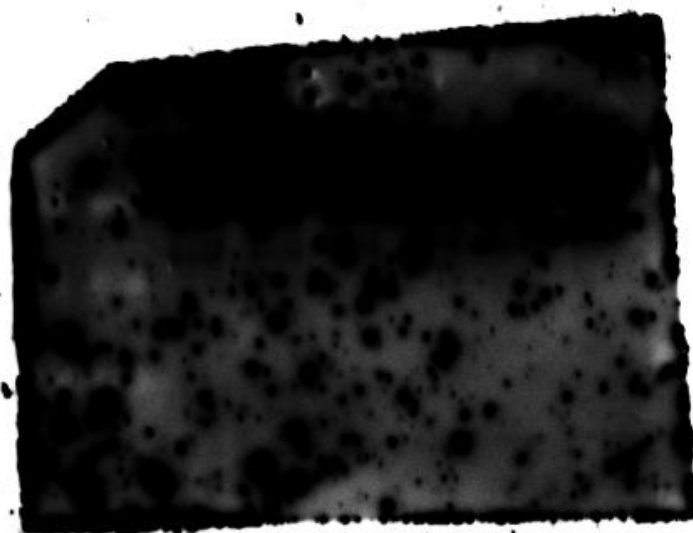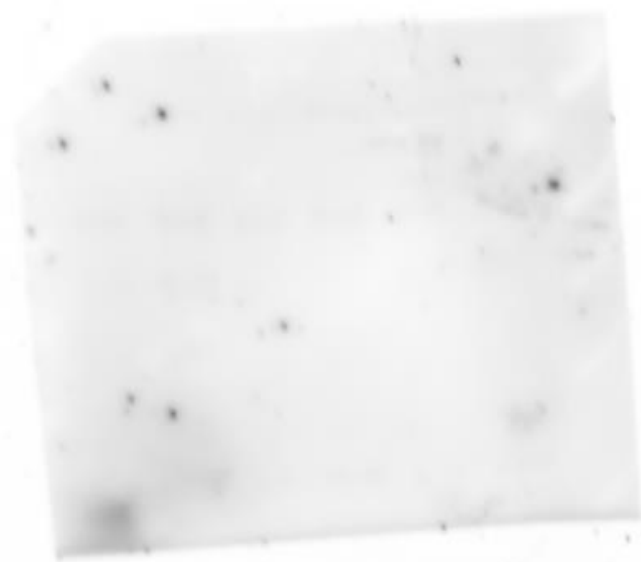

GAPDH

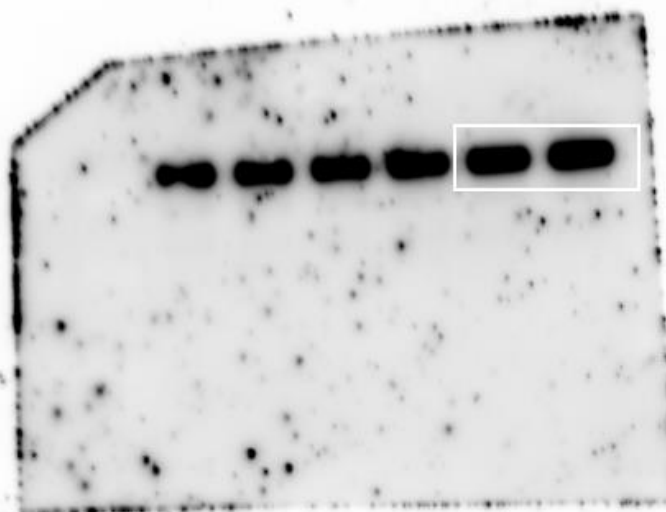

# Full unedited gel for Supplemental Figure 2A- TRPA1

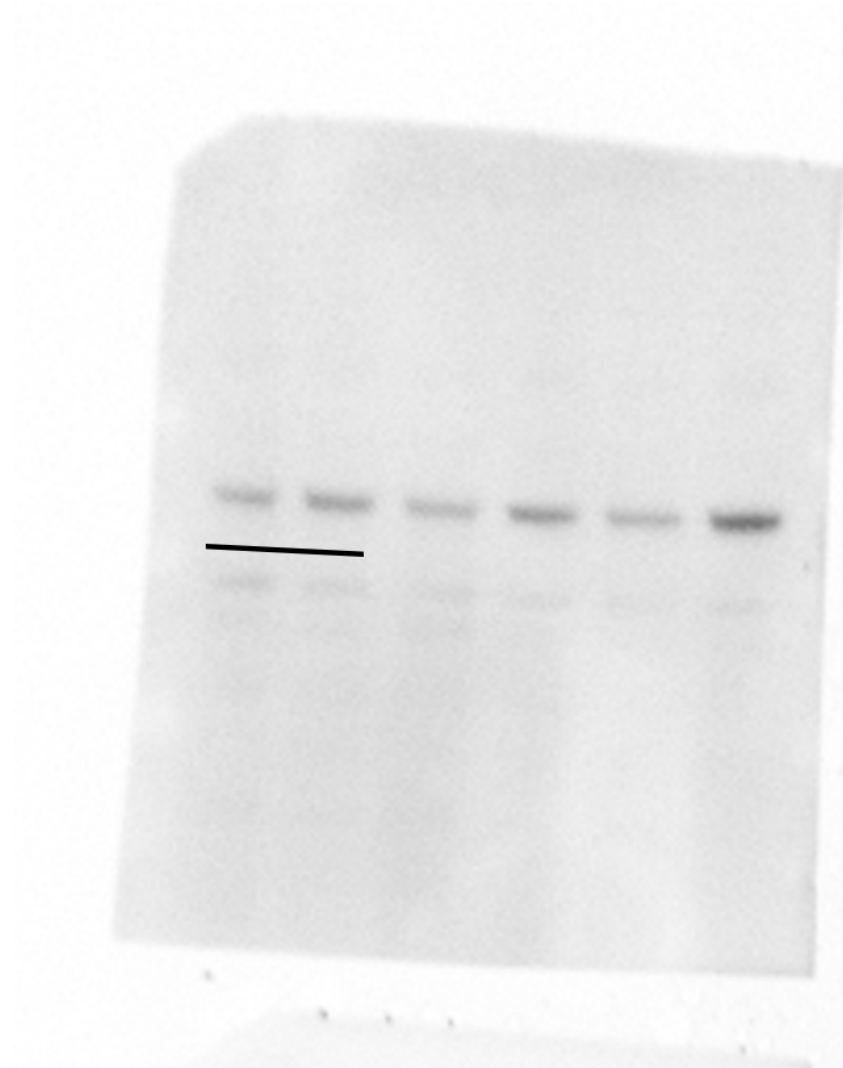

# Full unedited gel for Supplemental Figure 2A- TRPV1

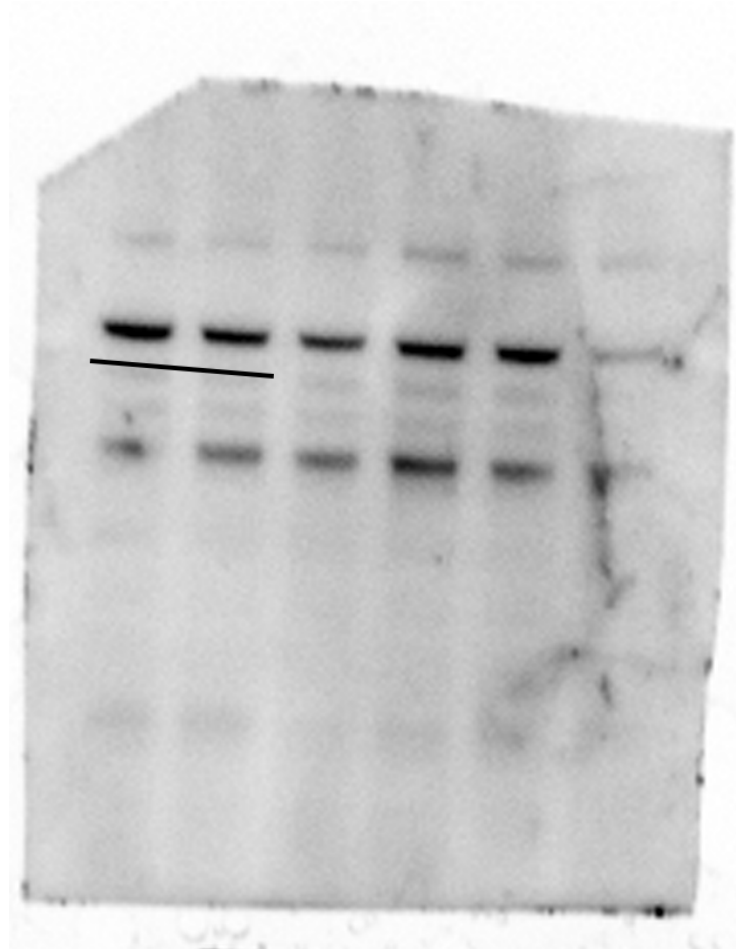

# Full unedited gel for Supplemental Figure 2A- GAPDH

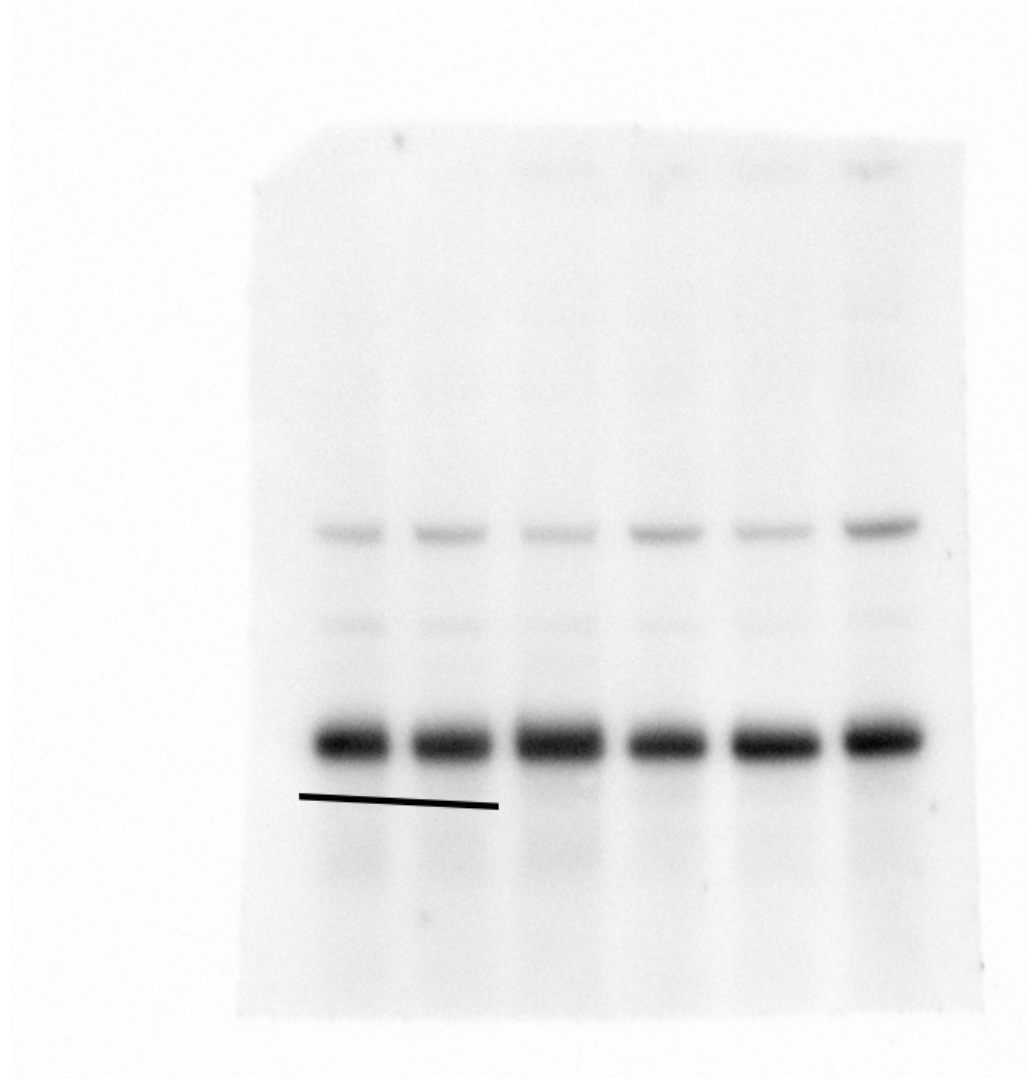

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

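RNA was measured in 6 cultures of mouse DRG neurons, 3 treated with vehicle and 3 with 15 µg/mL HC-HA/PTX3 for 24 h after 24 h of plating. The condition and the replicate number of each culture were taken from the sample labels, which match the paper's groups. The authors sequenced ribosomal RNA-depleted libraries as read pairs, aligned them to mm10, removed ribosomal RNA reads and counted reads per gene with featureCounts. The deposited values are raw counts, 1 whole number per gene and culture, not normalized and not pooled. The methods name HISAT2 as the aligner and an Ensembl gene set for the counting, while the deposited tables name STAR in their headers and list RefSeq-style symbols, and the strand setting is not named. Gene positions are those of mm10 in the GENCODE M21 annotation, matched by symbol.

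The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Of 35976 genes in each table, 18277 passed edgeR's filterByExpr with the treatment as group and were tested. Counts were scaled by TMM and compared with edgeR's glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method. Calls needed an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the methods. Levels in CPM are TMM-normalized, and log2 CPM for principal components used a prior count of 2. Exact permutation tests of 3 cultures against 3 cannot give a p-value under 0.1. In the fit with the replicate number as a block, the treatment effect was estimated within same-numbered pairs. The pairing was checked on the data: over the tested genes, the deviations of same-numbered cultures from their group means correlated at 0.631, 0.536 and 0.774 across genes, and those of differently numbered cultures at -0.613 to 0.148. All 3 pairs exceeded the limit of 0.1 set for treating the numbers as pairs. The labels carry the same replicate numbers in both groups, and the paper speaks of sets or batches without listing them. No 2 libraries of a condition were duplicates, since their counts differed by 31.4 to 108 times the counting error (chi-square per degree of freedom).

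The paper's correction used ComBat-seq or edgeR with a batch term. Here, ComBat-seq took the replicate number as its batch, followed by limma on log2 CPM with the treatment as the only term, which makes no allowance for the batch step when it estimates the spread. Other settings were all genes with at least 1 count, genes with at least 10 counts in every culture, DESeq2, upper-quartile scaling, limma-voom, limma-trend, limma-voom with the block, no fold-change threshold, edgeR's glmTreat against 0.5, and each culture left out in turn. These settings, the lists and the rules below were fixed before the data were examined, though after part of Supplementary File S2 had been read. Variants of the blocked fit with other filters, scalings, tests, thinned libraries, corrected GC content and gene length, or a pair left out were chosen after seeing the data.

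Gene families were defined by symbol patterns and gene lists by hand. They cover markers of neurons, sensory neuron subtypes, glia, myelin, fibroblasts, macrophages, neutrophils, endothelium and mural cells, signalling and stress targets, matrix, cytoskeletal, ligand, ribosomal and histone families. The 47 with at least 5 tested genes were tested with limma's camera at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. The pain genes are the 59 read from the heatmap of Fig. 3B. Genes named in the text are those the paper names for the RNA-seq, members of reported lists and families, the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 log2 CPM and non-overlapping groups, and the 3 genes with the smallest p-value. The ranking used the blocked fit, because the same edgeR test called no gene without the block at the same filter and scaling. GC content and length of the longest transcript were known for 16114 of the tested genes (88.2%).

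Each test was checked on simulated counts drawn from the means, the pair differences and the spread of these libraries. With 200 of 17843 genes changed by a log2 fold change of 1.5, edgeR recovered 143 of the 200 (71.5%) without the block and 200 with it, calling 0 and 5 unchanged genes. The changed genes were drawn from those with a mean over 1 log2 CPM. Recovery was not measured for genes of lower level, such as Pomc, or for smaller changes. DESeq2 recovered 187, limma-voom 138 and limma-trend 141. A planted change in the collagens was found by camera, beside 1 other family without the block and 2 with it. The libraries held 37434266 to 54117547 counts, so the difference between cultures, and not the depth, sets the precision for most genes. For genes of low count, such as Pomc, counting error adds to it. Gene ontology enrichment, the interaction network, the 10 min arm, protein blots and calcium imaging were not analysed here.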

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

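The results below concern genes that the paper does not discuss. They were set apart as a signal in genes outside its discussion, with levels that differed from those of the vehicle cultures, and they were read in the fit with the replicate number as a block. The falls of Mt1, Mt2, Slc30a1 and proliferation genes were known from Supplementary File S2 before the lists were written. The tests of fibroblast content, the count of satellite glia genes, p53 targets, thinned libraries and GC content and gene length were chosen only after these results were seen.

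Mt2 and Mt1, which encode metallothioneins, and the zinc exporter gene Slc30a1 fell. Mt2 (chromosome 8, 94172618 to 94173567) went from 675, 1411 and 1802 counts in vehicle replicates 1, 2 and 3 to 88, 154 and 146 after HC-HA/PTX3. In the blocked fit the log2 fold changes were -3.00 for Mt2 (adjusted p = 1.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -1.91 for Mt1 (4.7e-05), -1.63 for Slc30a1 (4.58e-05) and 1.39 for the zinc importer gene Slc39a10 (1.04e-05), each in the same direction in 3 of 3 pairs. Without the block the adjusted p-values were 0.178 for Mt2 and Mt1 and 0.0581 for Slc30a1 and Slc39a10. Over the alternatives that kept all 6 cultures, the adjusted p-value of Mt2 ranged from 3.20e-16 with DESeq2 to 0.335 with glmTreat. The related gene Mt3 changed by 0.26, and the 4 genes of the zinc list had a median of -1.77. Mt1 and Mt2 are similar in sequence, so reads could have been exchanged between them, but they moved the same way. Library size as the whole cause is argued against by a median of -1.91 for Mt1, Mt2 and Slc30a1 after thinning all libraries to the smallest, and GC content and gene length by a median of -1.97 after their trends were removed. Lower glucocorticoid signalling across its target genes is argued against, since all 7 of 7 stayed above a change of -0.5 and 4 of them rose, Per1 by 0.37 (SE 0.08). The lowest was Errfi1 at -0.47 (SE 0.08), lower in 3 of 3 pairs, so a fall of single targets is not excluded. As these genes moved in both directions, their median is not used. A candidate explanation is that less zinc reached the cells, under which Slc39a10 would rise. This gene, chosen before its value was seen though after the falls of Mt1, Mt2 and Slc30a1 had been read in Supplementary File S2, changed by 1.39. It was also among the 3 genes with the smallest p-value, and a single gene is narrow evidence. Whether HC-HA/PTX3 or its buffer binds zinc was not tested.

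Genes of cell proliferation fell. The 34 genes of the cell cycle list had a median log2 fold change of -1.33 in the blocked fit, with 32 called lower (camera, adjusted p = 1.15e-26), and -1.24 without the block (6.58e-16). The 69 histone genes had a median of -0.96, with 45 called lower and 1 higher (2.89e-20), and the 19 centromere proteins of -0.64. Near-identical histone genes could share reads. The 10 p53 target genes had a median of 0.57, with 7 called higher (8.7e-08), Cdkn1a among them at 0.77. With a single culture left out, the unblocked cell cycle median ran from -1.52 to -0.80 and that of the histones from -1.15 to -0.68. The unblocked median of the centromere proteins then ran from -0.88 to -0.38 and that of the p53 targets from 0.36 to 0.67. After thinning, the cell cycle median was -1.33, and after removal of GC content and length trends it was -1.31, which argues against both as the whole cause. A loss of all kinds of non-neuronal cells alike is argued against by the satellite glia genes, of which 9 of 9 stayed above a change of -0.5, the lowest being Fabp7 at -0.40 (SE 0.09) and Kcnj10 at -0.34 (SE 0.07). These genes moved in both directions, with 5 of 9 higher, so their median is not used. The medians of fibroblast, macrophage and endothelial genes were -0.60, -0.26 and -0.03, and a loss of fibroblasts or macrophages only is not covered by this test. The unblocked fibroblast median ran from -0.74 to -0.22 with a single culture left out. A loss of fibroblasts with no other change is argued against by the spread of their abundant genes. The largest and smallest changes differed by 1.53, from -1.62 in Col1a1 to -0.09 in Dcn. Fewer fibroblasts beside changes within them stay open, since 0 of the 8 fibroblast genes rose and 5 were called lower. A candidate explanation is less cycling of the non-neuronal cells with p53 activity, under which p53 targets would rise. Their median of 0.57 fits it but was already known when this explanation was chosen, so it is no independent test. The calls of camera for the cell cycle list, the histones and the p53 targets did not hold under fry. DNA damage, contact inhibition and other triggers of p53 were not tested.

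The 16 interferon-stimulated genes had a median log2 fold change of -0.48 in the blocked fit, with 5 called lower (camera, adjusted p = 6.46e-06), and an adjusted p-value of 0.247 without the block. Among them was Isg15, at -0.84. With a single culture left out, the unblocked median ran from -0.83 to -0.08. After thinning the median was -0.48, and after removal of GC content and length trends -0.48. A lower interferon response stays open: the median of -0.48 passed camera in the blocked fit, but fry gave the list an adjusted p-value of 0.134 there. With the labels of pair 3 exchanged, which keeps part of a real effect, the list also passed blocked camera (median -0.23, adjusted p = 1.07e-07). It did not pass with those of pair 2 or pair 1 exchanged (camera, adjusted p = 0.487 and 0.782). The camera pass is therefore weak evidence by itself.

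Ptx3, Has2 and Tnfaip6, the mouse genes for pentraxin 3, a hyaluronan synthase and the enzyme that transfers heavy chains to hyaluronan, stand for a component and for enzymes of the synthesis of the complex that was applied. They changed by -1.21, -0.87 and -0.75 in the blocked fit (adjusted p = 0.00159, 0.00741 and 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 pairs each. Without the block the adjusted p-values were 0.384, 0.354 and 0.281. The median of the 3 genes was -0.86 after thinning and -0.82 after removal of GC content and length trends. The wider hyaluronan list of 15 genes had a median of -0.08, with 5 genes called lower and 0 higher in the blocked fit. A loss of fibroblasts stays open as a cause of these falls. The same spread of 1.53 among their abundant genes shows only unequal changes, and 5 of the 8 fibroblast genes were called lower and 0 rose. Feedback from the applied matrix on its own synthesis may remain as an explanation, and no value here tests it.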

How the results depend on the processing

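With treatment as the only term, the count of 0 differentially expressed genes (2089 at an unadjusted p-value under 0.05) was the same with genes of at least 10 counts in every culture, limma-voom, limma-trend, no fold-change threshold and glmTreat, and in all 6 fits that left out a culture. All genes with at least 1 count gave 3 calls (1 higher, 2 lower), and upper-quartile scaling gave 2 (1 higher, 1 lower). DESeq2 gave 343 calls, 173 higher and 170 lower, of which 341 were also called in the blocked fit, and 4 pain genes of Fig. 3B. The design moved the counts most. The replicate block gave 1591 calls (607 higher, 984 lower; 41 pain genes), limma-voom with the block 1569 (607 higher, 962 lower; 41 pain genes), and ComBat-seq with limma 2137 (1037 higher, 1100 lower; 58 pain genes). The block removes the spread between same-numbered pairs from the residual. Why ComBat-seq gave more calls than the block was tested only on simulated counts, where it called 62 unchanged genes beside 200 changed ones.

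Of 45 named genes, the block moved 30 past the thresholds and left the other 15 on their side. ComBat-seq moved 38 past the thresholds, limma-voom with the block 29, DESeq2 12, all genes with a count 3 and upper-quartile scaling 2. Pomc, at 0.70, was called only with ComBat-seq (0.64). No gene changed sign between settings with all cultures except Trpv1, which went to 0.0146 with upper-quartile scaling and to 0.00565 with ComBat-seq. Upper-quartile scaling moved the median of all genes from -0.01 to 0.03. Across the 6 fits that each left out a culture, the log2 fold change reached from -0.55 to 1.39 for Il11, from -1.36 to 0.28 for Cxcl5, from -0.13 to 0.14 for Trpv1, from -0.33 to 0.19 for Dcn and from 0.58 to 0.90 for Pomc. The other genes among these 45 kept their direction in all 6, 261 values in all keeping side and sign. Leaving out a single culture also unbalances the same-numbered pairs, and the cause of the reversals was not tested further.

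Variants of the blocked fit were chosen after seeing the data. From 1591 calls, the count went to 2006 with all genes that had a count, 1488 with at least 10 counts in every culture, 1507 with upper-quartile scaling, 1579 with limma-trend and 1226 with DESeq2 (373 higher, 853 lower). Without a fold-change threshold 3505 genes passed (1402 higher, 2103 lower). With glmTreat 295 passed (75 higher, 220 lower; 9 pain genes). Leaving out a pair gave from 878 to 1571 genes, from 248 to 582 higher, from 630 to 989 lower, and from 20 to 38 pain genes. The lowest of these was without pair 1, where 792 of the calls were shared with the full fit. After thinning all libraries to the smallest, 1552 genes were called and 1499 were shared. Removal of GC content and length trends gave 1379 calls among 16114 genes, 1295 of them shared.

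In the tests of 47 families and lists, 11 passed with camera, 15 with the block, and 0 with fry or with an estimated correlation, where 5 and 0 had an unadjusted p-value under 0.05. From 7 to 15 passed when a culture was left out. Of 17 families and lists followed through these settings, the block moved 3 past the threshold (interferon-stimulated genes, collagens and kinesins) and left 14 on their side. The list of genes that process or regulate POMC, outside these 17, also passed only with the block. In the 17, fry and the estimated correlation each moved 7 back. With a culture left out, the medians ran from -0.52 to 0.43 for satellite glia, from -0.36 to 0.0354 for collagens, from -0.52 to 0.0310 for laminins, from -0.15 to 0.0738 for matrix metalloproteinases, from -0.42 to 0.18 for ADAMTS proteases, from -0.23 to 0.13 for chemokines, and from -0.26 to 0.0535 for BMP and GDF ligands. Most of these reversals came without a replicate 3 culture. Apart from the calls given beside each result, the block changed no other call.

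The share of the first principal component's score variance between treatments was 11.0% over all tested genes, 7.29% with the 500 most variable genes and 95.8% after removal of the replicate number, which forces that component to mirror the pairs. Marker levels stayed within their replicate SD with raw library sizes and with any culture left out. Depth limits the low genes: Pomc, Sstr1, Tacr1, Ghrh, Ntf3 and Gnrhr had at most 55, 43, 22, 21, 21 and 19 counts in a culture, and in the fit without the block their changes have SEs of 0.30 or more where tested.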

Differences from the paper's values

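The paper gives 2047 differentially expressed genes at 24 h, 1009 upregulated and 1038 downregulated. With treatment as the only term the counts here were 0, 0 and 0, with 2089 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, ComBat-seq on the replicate number followed by limma came closest to the paper's values, at 2137, 1037 and 1100. edgeR with the replicate block (1591 in all, 984 lower) and limma-voom with the block (1569, 962 lower) stayed below the paper's total and downregulated counts but within 1.5 times of them, the limit used here for a difference, and were further off for the upregulated genes, with 607 in both. The other alternatives were outside that limit for all 3 counts, among them DESeq2 with 343. The paper's methods name ComBat-seq or edgeR with a batch term. For edgeR with batch correction, the paper shows about 1600 genes in Fig. 2B, read by eye, against 0 here without the block, 1591 with it, 1569 with limma-voom and the block, and 2137 with ComBat-seq.

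The paper's pain network has 55 genes, 23 upregulated and 32 downregulated, from its batch-corrected data. With treatment as the only term, and so without such a correction, the counts here over the genes of Fig. 3B were 0, 0 and 0. In that fit 19 had an unadjusted p-value under 0.05. ComBat-seq with limma gave 58, 25 and 33. The replicate block and limma-voom with the block each gave 41, 14 and 27, within the same limit for the total and the downregulated genes only, and below the paper's counts in each. DESeq2 gave 4, 2 and 2, and the remaining alternatives were outside the limit as well. The network of Fig. 3A and the heatmap of Fig. 3B are not the same list.

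Supplementary File S2 lists the paper's differentially expressed genes. The copy used here holds 1998 of the paper's 2047 genes, 960 with a positive and 1038 with a negative log2 fold change, so no overlap was tested on it. For the 32 genes named here that it holds, every log2 fold change of the test without the block had the paper's sign and lay within the error. The 1038 falls held are as many as the paper counts. Mmp13 and Sstr1, which the paper names as downregulated, are not among them. Here their log2 fold changes were -0.67 and -0.82, and neither was called without the block or with it. ComBat-seq with limma called Sstr1 (adjusted p = 0.0397) and not Mmp13 (0.0905). Ntf3 and Gnrhr, which the paper names among pain-related changes, are not among the genes held either, but the genes missing from the copy are the largest rises, so this leaves open whether the file lists them. Ntf3 had a log2 fold change of 1.08 and was not called in any fit that kept all cultures, and Gnrhr fell below the low-count filter. The paper names Pomc as upregulated, and Bmp8a, Sst, Il11, Cxcl5, Tacr1, Ghrh and Crhr1 as changed. None of these passed in edgeR, without the block or with it, and ComBat-seq with limma called all of them. The paper's text speaks of unchanged TRPA1 expression from protein, and the RNA of Trpa1 changed by 0.32 here. The paper describes Apoe as very low, and it was at 336 CPM in the vehicle cultures, at rank 440 of the listed genes.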

Other observations

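The tests of replicate 3 and of Xist were chosen only after the results were seen.

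All 10 splits of the 6 cultures into 3 and 3, the real split included, gave 0 genes past both thresholds without the block. At an unadjusted p-value under 0.05 the real split gave 2089 genes. Splits that put vehicle replicates 1 and 2 together with HC-HA/PTX3 replicate 1 or 2 gave 2112 and 2468, and these set the replicate 3 cultures against most of the others. After thinning of the libraries, the count without the block was again 0, so library size as a cause of calls cannot be told apart from no calls there. With the block, only splits that part all 3 same-numbered pairs can be compared, and 1 of these 4 splits, the real split, gave as many as 1591 genes. Each of the other 3 exchanges the labels within a single pair and keeps the other two pairs as they are, so part of a real effect stays in it, and they gave 0 genes, with 80, 160 and 130 genes at an unadjusted p-value under 0.05 against 6068. For ComBat-seq with limma it was also 1 of 4, with 0 genes in the other 3. With 4 splits the share cannot fall under 0.05, so the splits alone leave a grouping by chance open for the counts with the block and with ComBat-seq, and for the families. Simulated counts without a treatment effect gave from 0 to 2 calls with the block. For the families and lists, 6 of the 10 splits gave as many as the 11 of the real split, up to 19 where HC-HA/PTX3 replicate 2 joined vehicle replicates 1 and 2. With the block it was 1 of the 4 splits, with 15 families in the real split and 10, 12 and 7 in the others. Without the block, the splits that reached 11, apart from the real split, part a single pair, so differences between replicates enter them. The 3 others that part all pairs gave 3, 8 and 6 families there. The 6 of 10 therefore do not show how often chance gives 11. A family that passed camera without the block is still weak evidence by itself, since none held under fry.

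Library size as the main cause of the 1591 calls is argued against by the 94.2% of them that stayed after all libraries were thinned to the smallest. GC content and gene length are argued against by 92.7%, the share of 1397 calls with both values that stayed after the trends were removed. A batch step that makes calls without a treatment effect is argued against by simulated counts without an effect, in which ComBat-seq with limma made 0 calls in each of 5 simulations, against 2137 in the real counts. Across 13576 genes, the treatment changes of the 3 pairs correlated at 0.671, 0.709 and 0.672; genes are not independent replicates. Differences between replicates of a group correlated with the treatment change of the remaining pair at -0.293 to 0.374.

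Satellite glia genes differed between replicates. Of 9 genes, 7 were lower by more than 0.5 on the log2 scale in replicate 3 than in replicate 1 in both groups, with Kcnj10 changed by -5.40 in the vehicle cultures. Their medians changed by -2.76 and -2.88, while the neuronal list changed by -0.09 and 0.04. Myelin genes, with -1.20 and -1.35, and fibroblast genes, with -1.06 and -1.68, moved the same way. Fewer satellite glia in the replicate 3 cultures stays open: the 7 of 9 genes are those that showed the pattern, so they do not test it, and the changes in the vehicle cultures spread from -5.40 to -0.40 in S100b. The pattern lies between replicates and not between treatments, and no biological explanation was tested.

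Myeloid genes fell in part. The 12 macrophage genes had a median log2 fold change of -0.26 in the blocked fit (camera, adjusted p = 0.139). C1qb, at -0.82, C1qa, at -0.74, and Tyrobp, at -0.67, were called lower, while the more abundant Cd68 changed by -0.01 and Mrc1 by 0.34. Fewer macrophages as the whole cause is argued against by this spread of 1.16 between the largest and the smallest change. The 7 neutrophil genes had a median of -0.75, with 3 called lower (adjusted p = 0.0181, or 0.0433 without the block). A change within the myeloid cells may remain as an explanation, untested here beyond the spread of 1.16.

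Xist, the RNA that silences an X chromosome in female cells, was counted 10 to 22 times per culture, at most 0.422 CPM. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y reached at least 72.1, 32.7, 23.8 and 42.0 CPM in every culture. The methods state that both sexes were used. Loss of Xist reads to the overlapping gene Tsix is argued against by their exons, since 11.0% of the exon length of Xist is covered by exons of Tsix. Cultures without female cells stay open as an explanation: the highest Xist level of 0.422 CPM is the observation itself and does not test it. The alternative that reads of Xist were lost in the authors' alignment or counting for another reason was not tested.

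The remaining lists and families had the following medians of the log2 fold change in the blocked fit, with the adjusted p-value of camera there. Among neuronal lists, 14 general neuronal genes had 0.10 (0.0765), 7 genes of peptidergic nociceptors 0.23 (0.000128, and 0.00605 without the block), 5 of nonpeptidergic nociceptors -0.11 (0.604), 6 of NP3 pruriceptors 0.21 (0.218), 6 of low-threshold mechanoreceptors and proprioceptors 0.16 (0.124) and 12 axon injury genes 0.01 (0.548). Among other cell types, the myelin genes had -0.31 (0.0705) and 5 mural genes 0.15 (0.686), and the fibroblast genes had an adjusted p-value of 7.95e-05, or 0.0288 without the block. Among targets of signalling and stress, 9 TGF-β targets had -0.49 (5.03e-05, and 0.00259 without the block), 10 BMP targets -0.16 (0.0765), 10 hypoxia genes -0.19 (0.0705), 10 ATF4 targets 0.12 (0.194), 13 immediate early genes -0.11 (0.686), 10 cholesterol genes -0.07 (0.295), the glucocorticoid targets an adjusted p-value of 0.873 and the hyaluronan list of 0.219. The 76 cytosolic ribosomal proteins had 0.02 (0.366) and 5 sex-linked genes 0.23 (0.135). The glial and endothelial markers of Fig. 1B, too few for a test, had medians of -0.21 and -0.14, and Trpv1 with Trpa1 of 0.15. None of these passed under fry or an estimated correlation. Mitochondrially encoded genes took from 1.95% to 3.50% of the counts of a culture.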
